# eIF2B activator prevents neurological defects caused by a chronic integrated stress response

**DOI:** 10.7554/eLife.42940

**Published:** 2019-01-09

**Authors:** Yao Liang Wong, Lauren LeBon, Ana M Basso, Kathy L Kohlhaas, Arthur L Nikkel, Holly M Robb, Diana L Donnelly-Roberts, Janani Prakash, Andrew M Swensen, Nimrod D Rubinstein, Swathi Krishnan, Fiona E McAllister, Nicole V Haste, Jonathon J O'Brien, Margaret Roy, Andrea Ireland, Jennifer M Frost, Lei Shi, Stephan Riedmaier, Kathleen Martin, Michael J Dart, Carmela Sidrauski

**Keywords:** neurodegeneration, chemical biology, disease models, Mouse

## Abstract

The integrated stress response (ISR) attenuates the rate of protein synthesis while inducing expression of stress proteins in cells. Various insults activate kinases that phosphorylate the GTPase eIF2 leading to inhibition of its exchange factor eIF2B. Vanishing White Matter (VWM) is a neurological disease caused by eIF2B mutations that, like phosphorylated eIF2, reduce its activity. We show that introduction of a human VWM mutation into mice leads to persistent ISR induction in the central nervous system. ISR activation precedes myelin loss and development of motor deficits. Remarkably, long-term treatment with a small molecule eIF2B activator, 2BAct, prevents all measures of pathology and normalizes the transcriptome and proteome of VWM mice. 2BAct stimulates the remaining activity of mutant eIF2B complex in vivo, abrogating the maladaptive stress response. Thus, 2BAct-like molecules may provide a promising therapeutic approach for VWM and provide relief from chronic ISR induction in a variety of disease contexts.

## eLife digest

Cells must be able to respond to their changing environment in order to survive. When cells encounter particularly unfavorable conditions, they often react by activating a so-called ‘stress’ response. A group of proteins collectively known as eIF2B helps to regulate this response.

In a severe neurological condition called Vanishing White Matter (VWM), the genes that produce the eIF2B proteins contain mutations that make eIF2B less active. As a result, certain cells in people with VWM are always stressed.

Six years ago, researchers discovered a molecule that boosts the activity of eIF2B. In 2018, they found that it also works on various mutant forms of eIF2B found in VWM. The molecule had so far only been tested in biochemical laboratory experiments. Now, Wong et al. – including some of the researchers involved in the 2018 study – have tested whether an improved version of the molecule treats VWM in mice.

The trial treatment successfully halted all signs of the disease in the mice. The molecule blunted the persistent stress response of the cells in the brain and spinal cord, primarily in a cell type that is severely affected by the human form of VWM. Cells in other parts of the body were spared.

Overall, the results of the experiments suggest that an eIF2B activator may prove to be an effective treatment for VWM in humans. It could similarly be used to treat other conditions that activate this abnormal cell stress response. The molecule Wong et al. used is not suitable for use in humans, so work is continuing to find a suitable variant.

## Introduction

 eIF2B is the guanine nucleotide exchange factor (GEF) for the GTPase and initiation factor eIF2 and modulation of its activity is central to regulation of protein synthesis rates in all eukaryotic cells. GTP-bound eIF2 associates with the initiator methionyl tRNA and this ternary complex (eIF2-GTP-Met-tRNAi) delivers the first amino acid to the ribosome. GTP is hydrolyzed and eIF2-GDP is released, requiring reactivation by eIF2B to enable a new round of protein synthesis (Hinnebusch and Lorsch, 2012). Four stress-responsive kinases (PERK, HRI, GCN2 and PKR) that detect diverse insults converge on phosphorylation of eIF2 at serine 51 of the α subunit (eIF2α). Phosphorylation converts eIF2 from a substrate of eIF2B into its competitive inhibitor, triggering the integrated stress response (ISR), which reduces translation initiation events and decreases global protein synthesis (Krishnamoorthy et al., 2001; Yang and Hinnebusch, 1996). Concomitantly, the ISR induces the translation of a small set of mRNAs with special sequences in their 5’ untranslated regions, including the transcription factor ATF4 (Harding et al., 2000; Watatani et al., 2008). ATF4 triggers a stress-induced transcriptional program that is thought to promote cell survival during mild or acute conditions but can contribute to pathological changes under severe or chronic insults (Pakos-Zebrucka et al., 2016).

Vanishing White Matter (VWM; OMIM 603896) is a rare, autosomal recessive leukodystrophy that is driven by mutations in eIF2B (Leegwater et al., 2001; van der Knaap et al., 2002). The disease is characterized by myelin loss, progressive neurological symptoms such as ataxia, spasticity, cognitive deterioration and ultimately, death (Schiffmann et al., 1994; van der Knaap et al., 1997). Age of VWM onset is variable and predictive of disease progression, ranging from severe prenatal/infantile onset leading to death in months (as in the case of ‘Cree leukoencephalopathy’) to slower-progressing adult onset presentations (Fogli et al., 2002; Hamilton et al., 2018; van der Knaap et al., 2006). Because eIF2B is essential, VWM mutations are restricted to partial loss-of-function in any of the five subunits of the decameric complex (Fogli et al., 2004; Horzinski et al., 2009; Li et al., 2004; Liu et al., 2011). Nearly 200 different mutations have been catalogued to date in the Human Gene Mutation Database, which occur as homozygotes or compound heterozygotes with a different mutation in each allele of the same subunit. Reduction of eIF2B activity is analogous to its inhibition by phosphorylated eIF2α, thus it is congruent and compelling that ISR activation has been observed in VWM patient post-mortem samples (van der Voorn et al., 2005; van Kollenburg et al., 2006).

We previously showed that a range of VWM mutations destabilize the eIF2B decamer, leading to compromised GEF activity in both recombinant complexes and endogenous protein from cell lysates (Wong et al., 2018). We demonstrated that the small molecule eIF2B activator ISRIB (for ISR inhibitor) stabilized the decameric form of both wild-type (WT) and VWM mutant complexes, boosting their intrinsic activity. Notably, ISRIB bridges the symmetric dimer interface of the eIF2B central core, acting as a molecular stapler (Tsai et al., 2018; Zyryanova et al., 2018). In addition, we showed that ISRIB attenuated ISR activation and restored protein synthesis in cells carrying VWM mutations (Wong et al., 2018).

Although we found that ISRIB rescued the stability and activity of VWM mutant eIF2B in vitro, the ability of this class of molecules to prevent pathology in vivo remained an unanswered question. Knock-in mouse models of human VWM mutations have been characterized, and the severe mutations recapitulate key disease phenotypes such as progressive loss of white matter with concomitant manifestation of motor deficits (Dooves et al., 2016; Geva et al., 2010). Here, we generate an improved tool molecule and demonstrate that sustained eIF2B activation blocks maladaptive induction of the ISR and prevents all evaluated disease phenotypes in a VWM mouse model.

## Results

### 2BAct is a novel eIF2B activator with improved in vivo properties in rodents

To interrogate efficacy in vivo, we sought a small molecule eIF2B activator with improved solubility and pharmacokinetics relative to ISRIB. To that end, we synthesized 2BAct, which has a differentiated bicyclo[1.1.1]pentyl core and, unlike ISRIB, is no longer symmetric (Figure 1A). 2BAct is a highly selective eIF2B activator and exhibited similar potency to ISRIB in a cell-based reporter assay that measures ISR attenuation (Figure 1—figure supplement 1A and Supplementary file 1A). 2BAct is able to penetrate the central nervous system (CNS) (unbound brain/plasma ratio ~0.3) and also demonstrated dose-dependent oral bioavailability using an aqueous-based vehicle (Supplementary file 1B). Additionally, 2BAct is well-suited for formulation in diet, enabling long-term dosing without effects on body weight in WT mice (Figure 1—figure supplement 1B). The molecule was well-tolerated in the animal studies described here, and did not elicit any relevant effects in a rat cardiovascular (CV) safety study; however, significant anomalies were observed in a dog CV model. This CV safety liability makes this particular molecule unsuitable for human dosing.

**Figure 1.**
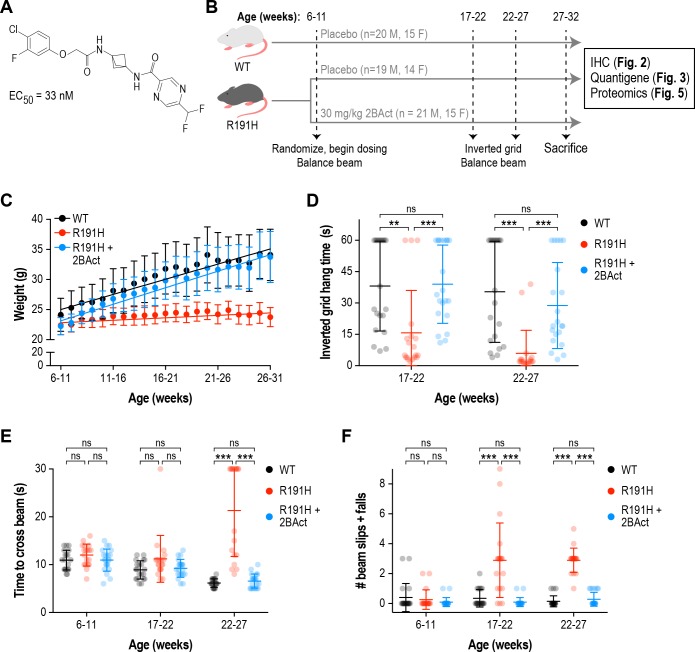
2BAct normalized body weight gain and prevented motor deficits in male R191H mice. (**A**) Chemical structure of 2BAct and ATF4-luciferase reporter assay EC50. (**B**) Schematic of the 2BAct treatment experiment. Body weights were measured weekly for the duration of the experiment. (**C**) Body weight measurements of male mice along the study. Lines are linear regressions. At the 6–11 week time point when 2BAct treatment was initiated, body weights were not significantly different among the three conditions (p>0.05; two-way ANOVA with Holm-Sidak pairwise comparisons). R191H body weight was significantly lower at all subsequent time points. 2BAct-treated animals caught up to WT animals at the 8–13 week time point, and their weights were not significantly different thereafter. (**D**) Inverted grid test of muscle strength. Time spent hanging was measured up to a maximum of 60 s. (**E–F**) Beam-crossing assay to measure balance and motor coordination. Time to cross the beam was measured up to a maximum of 30 s (**E**), and the number of foot slips/falls was counted (**F**). For (**C**)-(**F**), N = 20 (WT), 19 (R191H) and 21 (R191H + 2 BAct) males were analyzed. Error bars are SD. For (**D**)-(**F**), *p<0.05; **p<0.01; ***p<10^-3; ns^p>0.05 by Mann-Whitney test with Bonferroni correction.

**Figure 1—figure supplement 1.**
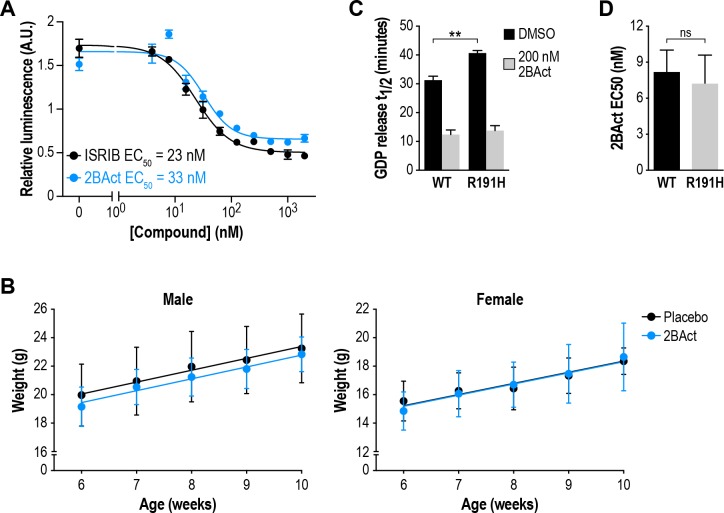
2BAct is an eIF2B activator with similar potency to ISRIB. (**A**) Dose response curves of 2BAct and ISRIB in an ATF4-luciferase reporter assay of ISR activation in HEK293T cells. Cells were treated with 100 nM thapsigargin and increasing doses of 2BAct or ISRIB for 7 hr (N = 4, mean ±SD). (**B**) Body weight measurements of WT mice treated with placebo or 2BAct for 4 weeks, beginning at 6 weeks of age (N = 6/condition/sex). Lines are linear regressions. Weight gain was not significantly different between the treatment conditions (p>0.48; treatment factor in two-way ANOVA). (**C**) Half-lives of GDP release from eIF2 stimulated by WT and R191H mouse embryonic fibroblast lysates. R191H had significantly reduced GEF activity (p<0.01; two-tailed t-test) that was enhanced by 2BAct. (**D**) 2BAct EC50 values calculated from dose-response measurements in GEF assays. WT and R191H were not significantly different (p>0.05; two-tailed t-test). For (**C**) and (**D**), each bar represents 12 measurements from four independent experiments (mean ±SD).

**Figure 1—figure supplement 2.**
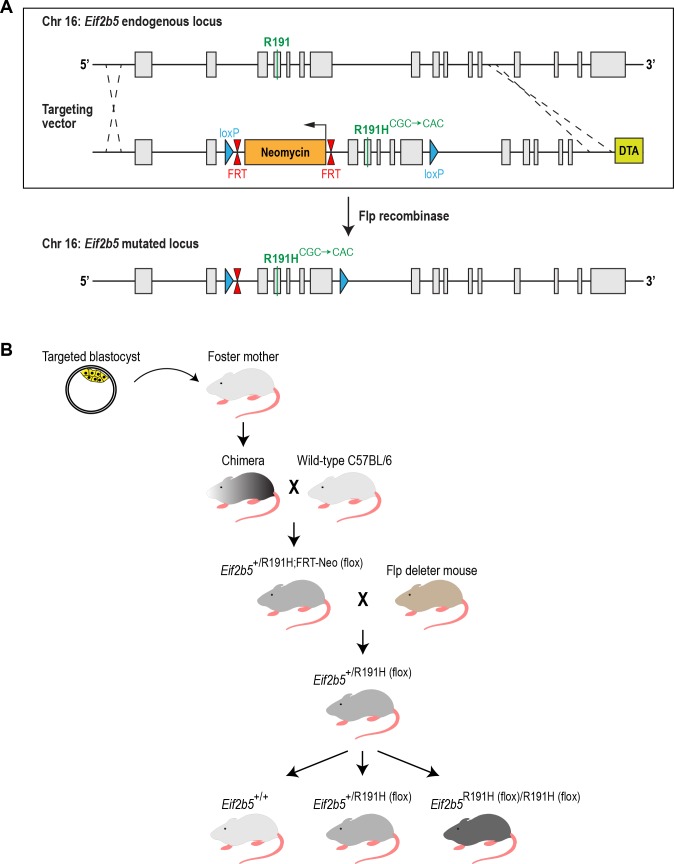
Generation of the R191H (*Eif2b5*^R191H (flox)/R191H (flox)^) mouse model. (**A**) Schematic of the mouse *Eif2b5* locus and the targeting vector used. Gray bars, exons; black lines, introns; DTA, diphtheria toxin negative selection cassette. A single base point mutation (CGC to CAC) in exon four changed Arg191 to His. Excision of the neomycin selection cassette by Flp recombinase left behind a single FRT site and two loxP sites flanking exons 3–7. (**B**) Breeding scheme used to generate homozygous R191H mice. Experiments were performed with homozygous mice from heterozygous parents, and their WT littermates as controls.

**Figure 1—figure supplement 3.**
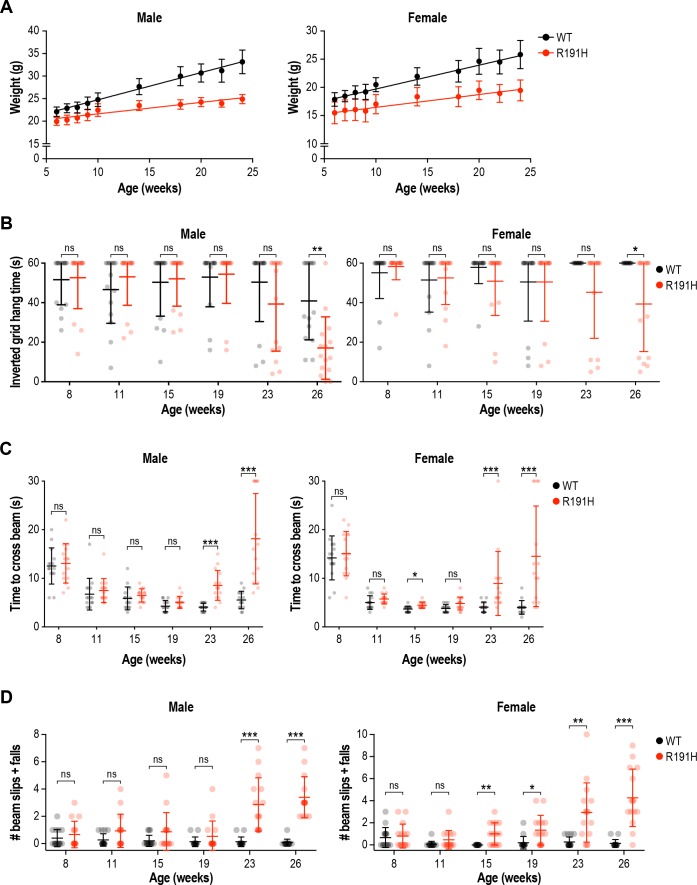
R191H mice exhibited reduced body weight and age-dependent performance impairment in motor assays. (**A**) Body weight measurements along the study. Lines are linear regressions. 5-week-old R191H mice had significantly lower body weight compared to WT littermates, and the weight difference persisted as animals aged. In both males and females, weights were significantly different at all time points (p<0.01; two-way ANOVA with Holm-Sidak pairwise comparisons). (**B**) Inverted grid test of grip strength. At week 26, the difference in hang time between WT and R191H was statistically significant. (**C–D**) Beam-crossing assay to measure motor coordination. Motor deficits were not evident in R191H mice at early time points (8–19 weeks), but became apparent in older animals (23 and 26 weeks). At the later time points, R191H animals took significantly longer to cross the beam (**C**) and suffered more slips and falls while crossing (**D**). For all panels, n = 15/genotype were analyzed. Error bars are SD. *p<0.05; **p<0.01; ***p<10^-3; ns^p>0.05 by Mann-Whitney test with Bonferroni correction.

**Figure 1—figure supplement 4.**
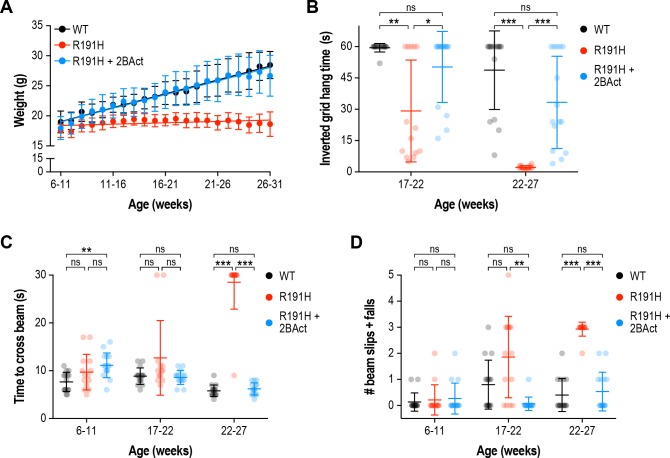
2BAct normalized body weight gain and prevented motor deficits in female R191H mice. (**A**) Body weight measurements along the study. Lines are linear regressions. At the 6–11 week time point when 2BAct treatment was initiated, body weights were not significantly different between the three conditions (p>0.05; two-way ANOVA with Holm-Sidak pairwise comparisons). R191H body weight was significantly lower at all subsequent time points. The body weights of 2BAct-treated R191H females were not significantly different from WT at any time point. (**B**) Inverted grid test of muscle strength. Time spent hanging was measured up to a maximum of 60 s. (**C–D**) Beam-crossing assay to measure balance and motor coordination. Time to cross the beam was measured up to a maximum of 30 s (**C**), and the number of foot slips/falls was counted (**D**). For all panels, N = 15 (WT), 14 (R191H) and 15 (R191H + 2 BAct) females were analyzed. Error bars are SD. For (**B**)-(**D**), *p<0.05; **p<0.01; ***p<10^-3; ns^p>0.05 by Mann-Whitney test with Bonferroni correction.

### 2BAct normalized body weight gain in VWM mice

We generated a previously described mouse model of VWM that harbors the severe ‘Cree leukoencephalopathy’ mutation, *Eif2b5*^R191H/R191H^ (hereafter referred to as R191H; Figure 1—figure supplement 2) (Dooves et al., 2016). The homologous human *Eif2b5*^R195H^ mutation causes an infantile-onset, rapidly progressing form of VWM (Black et al., 1988). R191H mice recapitulate many aspects of the human disease, such as spontaneous myelin loss, progressive ataxia, motor skill deficits, and shortened lifespan (Dooves et al., 2016). We selected this severe disease allele for in vivo studies as pharmacological efficacy in this model is a stringent test for eIF2B activators and, mechanistically, should generalize to milder mutations as seen in vitro (Wong et al., 2018). We confirmed that primary fibroblast lysates from R191H embryos had lower GEF activity than WT lysates, and that 2BAct enhanced this activity threefold (EC_50_ = 7.3 nM; Figure 1—figure supplement 1C–D).

To test efficacy, we undertook a 21-week blinded treatment study with 2BAct and measured intermediate and terminal phenotypes associated with disease progression in R191H mice (Figure 1B). 2BAct was administered orally by providing mice with the compound incorporated in rodent meal. This dosing regimen provided unbound brain exposures 15-fold above the in vitro EC_50_ at the end of the study, ensuring saturating coverage of the target.

At the initiation of the study (6–11 weeks old), WT and R191H males had similar body weights (Figure 1C and Figure 1—figure supplement 3A). However, 1 week later, a significant difference emerged and continued to grow as R191H mice failed to gain weight (WT gain = 0.5 g/week vs. R191H gain = 0.08 g/week; p<10^−4^). Remarkably, the body weight of 2BAct-treated R191H males caught up to WT mice 2 weeks after beginning dosing (8–13 weeks old), at which point their rate of weight gain equalized (WT gain = 0.5 g/week vs. R191H gain = 0.55 g/week; p = 0.24; Figure 1C). Similar results were observed in female mice (Figure 1—figure supplement 4A). As lack of weight gain appeared to be the first overt phenotype, rapid normalization by 2BAct was a promising prognostic sign of efficacious target engagement.

### 2BAct prevented the appearance of motor deficits in VWM mice

Longitudinal characterization revealed that R191H mice developed progressive, age-dependent strength and motor coordination deficits. From 8 to 19 weeks of age, R191H animals were not significantly different from WT in their performance on an inverted grid test of neuromuscular function. At 23 weeks, R191H mice showed a trend towards shorter hang times and at 26 weeks, this decrease was highly significant in both sexes (Figure 1—figure supplement 3B). In a beam-crossing test of balance and motor coordination, R191H mice were not significantly different from WT littermates at 8–19 weeks of age (Figure 1—figure supplement 3C–D). However, at 23 weeks of age, beam-crossing time was significantly increased in mutant animals, and they exhibited more foot slips and falls from the beam while crossing. The deficit in both parameters was exacerbated at 26 weeks, and some R191H animals completely failed to cross the beam within the trial cutoff of 30 s (Figure 1—figure supplement 3C). These results are consistent with the original description of the R191H model (Dooves et al., 2016).

With baseline performance measured, we assessed the effect of 2BAct treatment on R191H motor skills. Placebo-treated R191H males had significantly reduced inverted grid hang times at both tested time points, as well as more coordination errors and time spent crossing the balance beam (Figure 1D–F). By contrast, 2BAct-treated R191H males were indistinguishable from WT in both assays. Full normalization was similarly observed in female animals (Figure 1—figure supplement 4B–D). Together, these data show that treatment of R191H animals with 2BAct prevented the progressive deterioration of motor function caused by VWM.

### 2BAct prevented myelin loss and reactive gliosis in VWM mice

VWM is a leukoencephalopathy defined by progressive loss of myelin. In patients with advanced disease, an almost complete loss of cerebral white matter is observed (van der Knaap et al., 1997). Similarly, in a previous characterization of the R191H mouse model, perturbed myelination and myelin vacuolization were noted in the brain beginning at 4–5 months of age (Dooves et al., 2016; Klok et al., 2018). Given the dramatic rescue of behavioral phenotypes by 2BAct, we performed immunohistochemical analysis to examine its effects on myelin and accompanying pathologies at the end of the treatment. We focused on two heavily myelinated regions, the corpus callosum and the spinal cord. Notably, severe spinal cord pathology has recently been reported in both VWM patients and R191H mice (Leferink et al., 2018).

As anticipated, R191H animals showed a clear reduction in myelin by Luxol Fast Blue staining of both regions (33% reduction in corpus callosum, p<10^−4^; 58% reduction in cervical/thoracic spinal cord, p<10^−4^; Figure 2A–D). Strikingly, 2BAct treatment maintained myelin levels at 91% and 85% of WT in the corpus callosum and spinal cord, respectively. Staining for myelin basic protein (MBP), an alternative measure of myelin content, corroborated these results in both regions (Figure 2—figure supplement 1A–D). As astrocytes have been implicated in the pathogenesis of VWM, we also stained for the astrocyte marker GFAP (Dietrich et al., 2005; Dooves et al., 2016). We found a significant increase in GFAP in both regions of placebo-treated R191H mice, which was fully normalized by 2BAct treatment (Figure 2A–B and Figure 2—figure supplement 1C–D).

**Figure 2.**
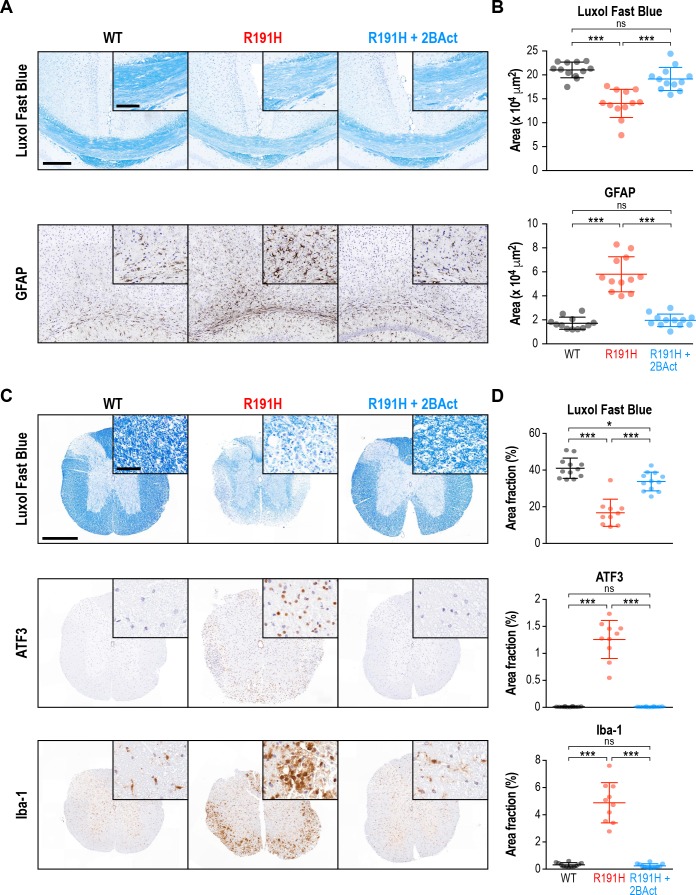
2BAct prevented myelin loss and reactive gliosis in the brain and spinal cord of R191H mice. (**A**) Representative IHC images of the corpus callosum. Scale bar, 250 μm. Inset is magnified 2X. Inset scale bar, 100 μm. (**B**) Quantification of staining in (**A**). Area of positive staining expressed as μm^2^. (**C**) Representative IHC images of the lower cervical/upper thoracic region of the spinal cord. Scale bar, 500 μm. Inset is magnified 6.8X. Inset scale bar, 50 μm. (**D**) Quantification of staining in (**C**). For (**B**) and (**D**), N = 12 mice/condition (6 males and six females combined; no significant sex differences were detected). Error bars are SD. *p<0.05; ***p<10^-4; ns^p>0.05 by 1-way ANOVA with Holm-Sidak pairwise comparisons.

**Figure 2—figure supplement 1.**
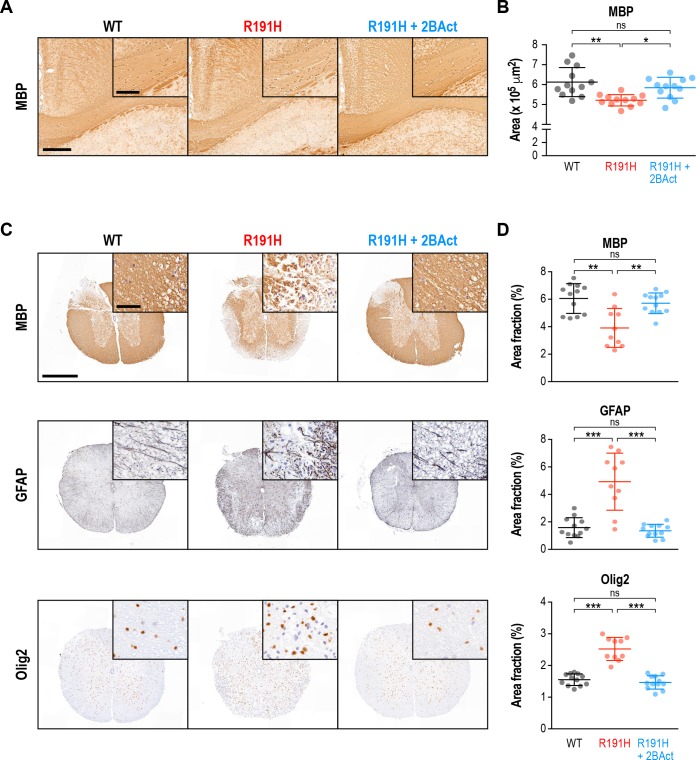
2BAct prevented myelin loss and reactive gliosis in the brain and spinal cord of R191H mice. (**A**) Representative MBP staining in the corpus callosum. Scale bar, 250 μm. Inset is magnified 2X. Inset scale bar, 100 μm. (**B**) Quantification of staining in (**A**). Area of positive staining expressed as μm^2^. (**C**) Representative IHC images of the lower cervical/upper thoracic region of the spinal cord. Scale bar, 500 μm. Inset is magnified 6.8X. Inset scale bar, 50 μm. (**D**) Quantification of staining in (**C**). For (**B**) and (**D**), N = 12 mice/condition (6 males and six females combined; no significant sex differences were observed). Error bars are SD. *p<0.05; **p<10^−3^; ***p<10^-4; ns^p>0.05 by 1-way ANOVA with Holm-Sidak pairwise comparisons.

**Figure 2—figure supplement 2.**
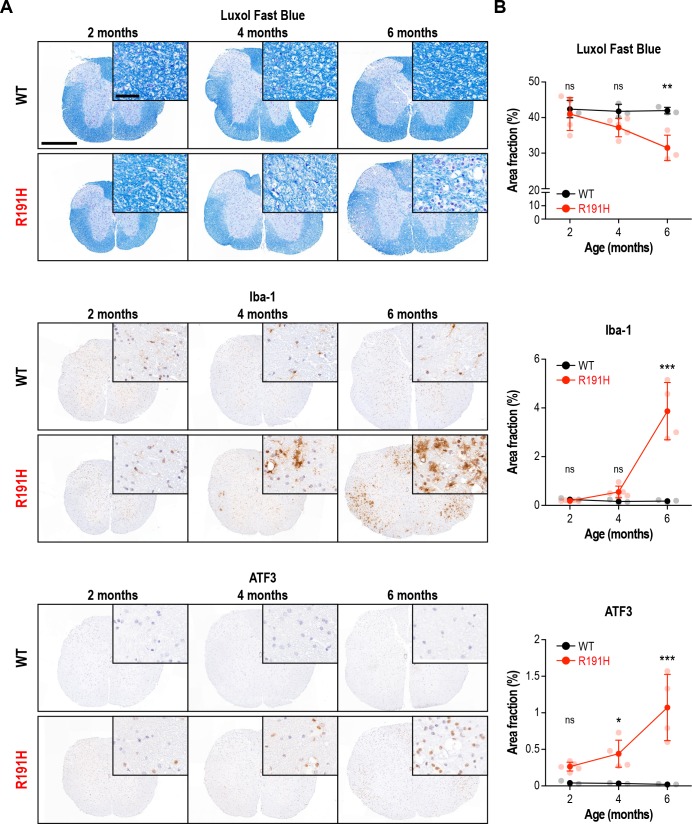
Age-dependent myelin loss and inflammation in the spinal cord of R191H mice. (**A**) Representative IHC images of the lower cervical/upper thoracic region of the spinal cord of female mice at 2, 4 and 6 months of age. Scale bar, 500 μm. Inset is magnified 6.8X. Inset scale bar, 50 μm. (**B**) Quantification of staining in (**A**). N = 3 (2 mo WT), 5 (2 mo R191H), 3 (4 mo WT), 5 (4 mo R191H), 3 (6 mo WT), 4 (6 mo R191H) females. Error bars are SD. *p<0.05; ***p<10^-4; ns^p>0.05 by 2-way ANOVA with Holm-Sidak correction.

Consistent with the literature, we noted a significant increase in Olig2 in R191H spinal cord (Figure 2—figure supplement 1C–D). Olig2 is a marker of the oligodendrocyte lineage, and its increase could indicate an attempt to compensate for the myelin loss (Bugiani et al., 2011). Additionally, we observed signs of reactive microglia in the placebo-treated R191H samples, as evidenced by a 15-fold increase in Iba-1 staining (Figure 2C–D). ATF3, an ISR target induced in the spinal cord during injury and inflammation, was also significantly increased (Dominguez et al., 2010; Hossain-Ibrahim et al., 2006). 2BAct treatment fully normalized all four of these markers (Figure 2C–D and Figure 2—figure supplement 1C–D). In an analysis of younger mice, we observed no significant differences in myelin, Iba-1 or ATF3 between R191H and WT spinal cord at the start of treatment (2 months of age; Figure 2—figure supplement 2). The time course of pathology was consistent with the emergence of motor deficits, and reflected the degenerative nature of VWM. Together, these results demonstrate that dosing with 2BAct before onset of histological signs prevents CNS pathology in a mouse model of VWM.

### A chronic ISR in the CNS of VWM mice is prevented by 2BAct

In all eukaryotic systems, ATF4 protein expression is regulated by the level of ternary complex in cells (Harding et al., 2000; Mueller and Hinnebusch, 1986; Vattem and Wek, 2004). We postulated that the decrease in eIF2B GEF activity brought about by the *Eif2b5*^R191H^ mutation would reduce levels of ternary complex, leading to upregulated ATF4 translation in R191H mice. In support of this, ISR activation has been reported in patient VWM postmortem samples (van der Voorn et al., 2005; van Kollenburg et al., 2006).

To evaluate ISR activity, we measured the expression of 15 transcripts previously identified as ATF4 target genes at three different time points (2.5, 5, and 7 months) during the lifespan and development of pathology. The ISR was robustly and consistently induced at these time points in the cerebellum, forebrain, midbrain and hindbrain of R191H animals (Figure 3A and Figure 3—figure supplement 1A). Significant upregulation of all targets except *Gadd34*, *Slc1a5* and *Gadd45a* was evident in cerebellum at 2.5 months; at later timepoints, these three transcripts also became significantly induced. The ISR signature was similar across all brain regions with *Atf5*, *Eif4ebp1* and *Trib3* being the most upregulated transcripts in the panel. Interestingly, we did not observe ISR induction in R191H mice at postnatal day 14 (Figure 3—figure supplement 1B). Thus, the ISR is activated sometime between 2 and 8 weeks of age through an as-yet unknown mechanism. Activation of this stress response preceded the appearance of pathology (myelin loss, gliosis and motor deficits) in VWM mice.

**Figure 3.**
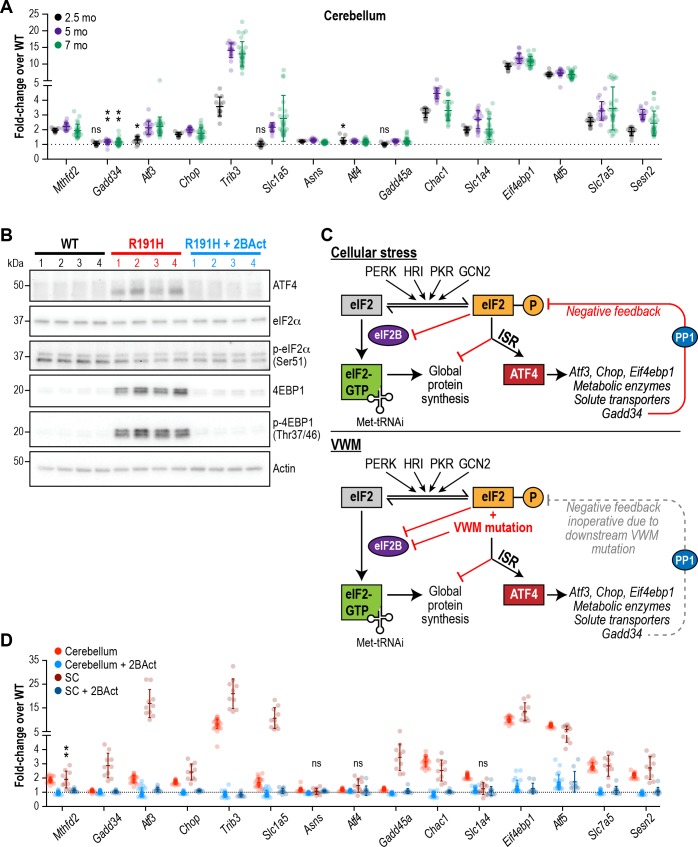
The ISR is activated in the brain of R191H mice and its induction is prevented by 2BAct. (**A**) mRNA expression in R191H cerebellum at 2.5 (N = 13/genotype), 5 (N = 20 WT, 19 R191H) and 7 (N = 30/genotype) months of age. (**B**) Western Blots of the indicated proteins from 7-month-old male cerebellum. Actin was used as a loading control. Each lane represents an individual animal. (**C**) Schematic of ISR activation in the context of external stressors or VWM. PP1, protein phosphatase 1. Gadd34, an ATF4-induced regulatory subunit of PP1 that targets it to eIF2. (**D**) mRNA expression in R191H cerebellum (N = 23 WT, 21 R191H, 24 R191H + 2 BAct) and spinal cord (N = 10/condition) at 27–32 weeks of age from the 2BAct treatment study (Figure 1B). For (**A**) and (**D**), males and females were combined as there was no significant difference between sexes. Data are shown normalized to WT transcript levels. Bars, mean ±SD. *p<0.01; **p<10^-3; ns^p>0.05 by Student’s t-test with Holm-Sidak correction (compared to WT). Transcripts without symbols were highly significant with p<10^−4^. 2BAct treatment was highly significant for all transcripts (p<0.01 vs. placebo treatment). A table of p-values from tests is available in Figure 3—source data 1. 10.7554/eLife.42940.015Figure 3—source data 1.Adjusted p-values from t-tests of multiplex transcript expression quantification.

**Figure 3—figure supplement 1.**
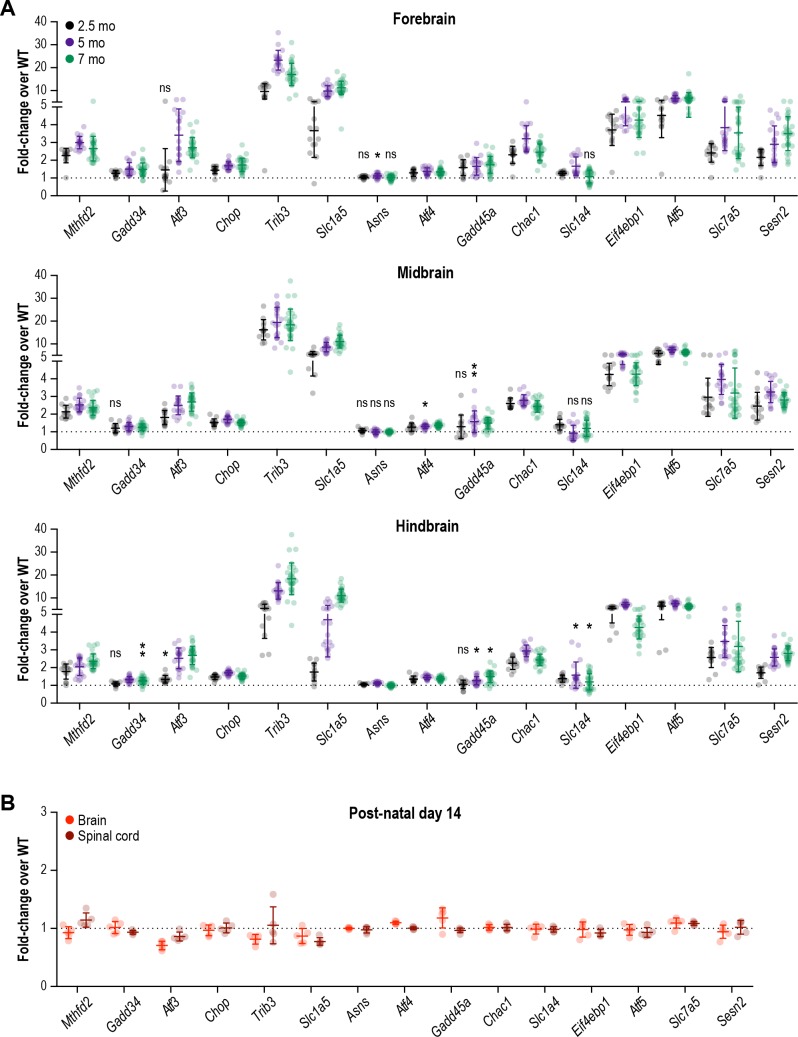
A robust and chronic ISR is triggered in all regions of the R191H mouse brain by 2.5 months. (**A**) mRNA expression in R191H brain regions at 2.5 (N = 13/genotype), 5 (N = 20 WT, 19 R191H) and 7 (N = 30/genotype) months of age. *p<0.01; **p<10^-3; ns^p>0.05 by Student’s t-test with Holm-Sidak correction (compared to WT). Transcripts without symbols were highly significant with p<10^−4^. (**B**) mRNA expression in R191H whole brain and spinal cord at postnatal day 14. N = 5/genotype. None of the transcripts were significantly different from WT (p>0.1 by Student’s t-test with Holm-Sidak correction). For (**A**) and (**B**), males and females were combined as there was no significant difference between sexes. Data are shown normalized to WT transcript levels. Bars, mean ±SD. A table of p-values from tests is available in Figure 3—source data 1.

**Figure 3—figure supplement 2.**
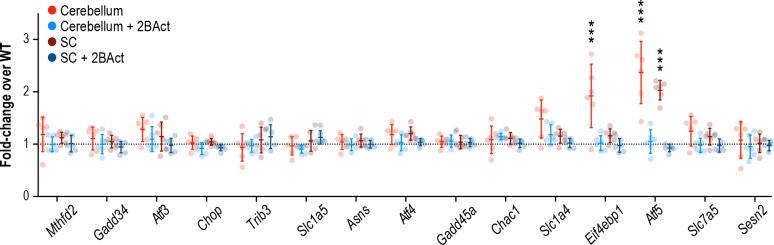
2BAct prevents ISR induction in the cerebellum and spinal cord of *Eif2b5*^R132H^/^R132H^ mice. mRNA expression in *Eif2b5*^R132H^/^R132H^ cerebellum and spinal cord (N = 6/condition) at 12–14 weeks of age. 2BAct treatment was initiated at 8–10 weeks of age. Data are shown normalized to WT transcript levels. Bars, mean ±SD. ***p<10^−5^ by Student’s t-test with Holm-Sidak correction (compared to WT). Transcripts without symbols were not significant (p>0.05). A table of p-values from tests is available in Figure 3—source data 1.

**Figure 3—figure supplement 3.**
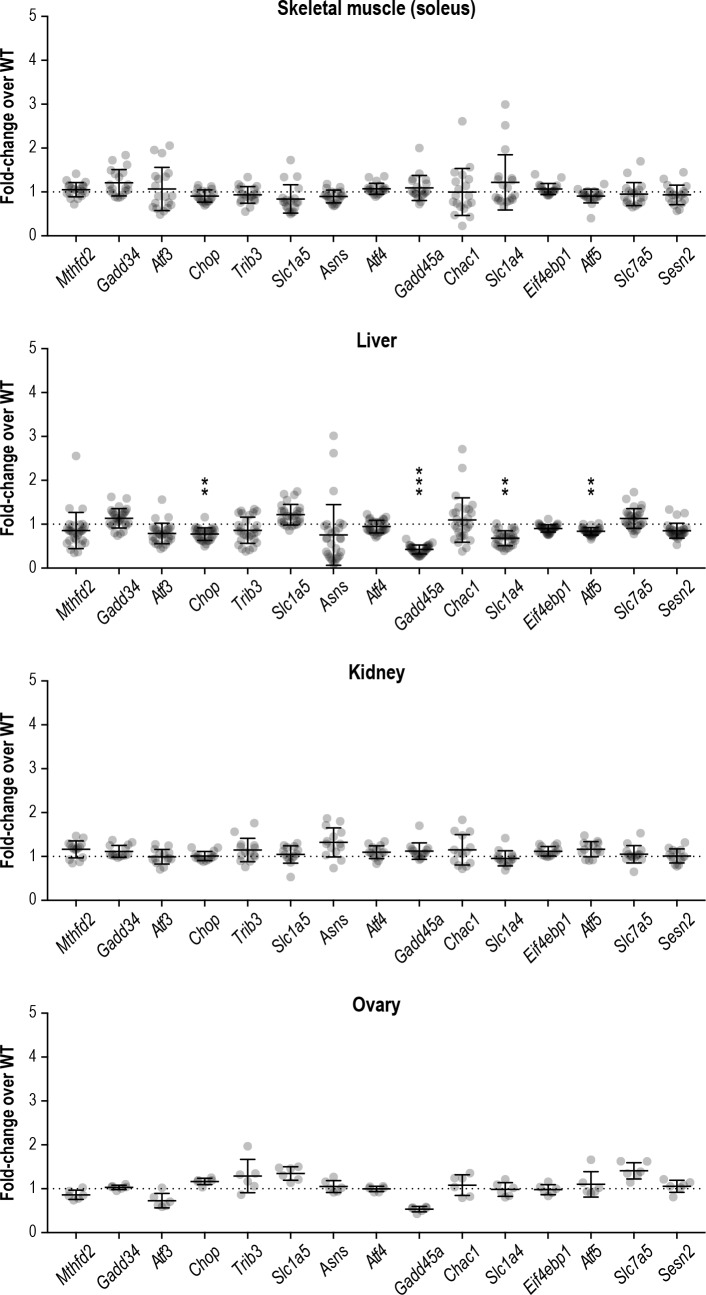
The ISR is not induced in peripheral organs of R191H mice. mRNA expression in R191H soleus muscle (N = 20 WT, 19 R191H), liver (N = 28 WT, 30 R191H), ovary (N = 6/genotype) and kidney (N = 14/genotype) at 7, 7, 10 and 2.5 months of age, respectively. Males and females were combined as there was no significant difference between sexes. Data are shown normalized to WT transcript levels. Bars, mean ±SD. **p<10^−3^; ***p<10^−5^ by Student’s t-test with Holm-Sidak correction (compared to WT). Transcripts without symbols were not significant (p>0.05). A table of p-values from tests is available in Figure 3—source data 1.

In addition to changes in transcript levels, we confirmed translational induction of ATF4 as well as the increase in protein levels of the negative regulator of cap-mediated mRNA translation EIF4EBP1 by Western blot analysis of 7-month-old R191H cerebellum lysates (Figure 3B). As expected for an ISR induced by eIF2B dysfunction rather than external stressors (see schematic in Figure 3C), we did not detect an increase in eIF2α phosphorylation in R191H brains.

We observed greater ISR induction in the spinal cord compared to the cerebellum (Figure 3D, compare red and brown points), with the transcription factor *Atf3* showing an additional 10-fold increase. The greater extent of myelin loss in the spinal cord, as well as astrocyte and microglial activation, suggests exacerbation of the phenotype due to increased ISR activation. Notably, treatment with 2BAct abolished ISR induction in both regions (Figure 3B,D). The striking attenuating effect of this molecule on the ISR is consistent with full rescue of GEF activity in vivo.

To determine whether our results would extend to other VWM mutations, we examined a second mouse model of VWM bearing an *Eif2b5*^R132H/R132H^ mutation, which corresponds to the disease-causing human *Eif2b5*^R136H^ allele (Geva et al., 2010). This model has a normal lifespan and exhibits very mild phenotypes in comparison to R191H mice. Nevertheless, we detected significant upregulation of two ISR targets, *Atf5* and *Eif4ebp1*, that was blocked by 4 weeks of treatment with 2BAct (Figure 3—figure supplement 2).

Even though patients carry the eIF2B mutation(s) in all cell types, VWM manifests as a CNS disease with the exception of ovarian failure in late-onset female patients. In extremely rare and severe cases, renal dysplasia and hepatomegaly have also been recently reported (Hamilton et al., 2018). To evaluate the impact of the R191H mutation on other tissues, we interrogated ISR target expression in various peripheral organs. Upregulation of ATF4 targets was not detected in skeletal muscle, liver, kidney or ovaries (Figure 3—figure supplement 3), demonstrating that the CNS is particularly sensitive to a reduction in eIF2B function.

### 2BAct normalized the R191H brain transcriptome

Because our targeted RNA panel consisted of only 15 genes, we turned to RNA-seq in order to comprehensively profile the transcriptional changes that take place in the VWM brain. We analyzed cerebellum from WT and R191H mice at 2, 5 and 7 months of age in order to assess potential changes in R191H mice as they develop pathology. 

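Cerebellum RNA of male mice was depleted of ribosomal RNA and sequenced, with 3 WT and 3 R191H mice at each of 2, 5 and 7 months. For each of 9969 genes and each library, the authors deposited the number of reads that map to that gene alone (unique reads) and the natural log of its TPM, a measure of transcript abundance, as estimated by MMSEQ, which also uses reads shared between genes. Unique reads per library ranged from 13919488 to 20458405 at 2 months, with a median of 15537190 in R191H and 15583973 in WT. They ranged from 28271002 to 31543554 at 5 months, with medians of 29337851 and 30512848, and from 20368892 to 25965262 at 7 months, with medians of 22766173 and 22648092. The mitochondrial ribosomal RNA mt-Rnr2 took between 21.0% and 36.7% of them. In the ln TPM values, genes of low abundance are set to a floor of -1 at 2 months and of -2 at 5 and 7 months, for all 3 libraries of a group together. At 2 months this holds for 1292 genes in R191H and 1327 in WT, so that these groups show no spread. The genotypes were therefore compared on the unique reads with edgeR's quasi-likelihood test, normalized by TMM, among the genes that edgeR's filterByExpr kept at a minimum count of 10. Fold-changes are given on the log2 scale with R191H over WT, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Reads without molecular identifiers are not independent molecules, and the precision of a gene was taken from the spread between mice. As a check of the labels, the Y-linked genes Uty and Kdm5d had at least 132 and 98 unique reads in each of the 18 libraries, while Xist is not listed in their table. Eif2b5, the gene that carries the mutation, had 69.4 ± 0.99 CPM, which are counts scaled by the normalized library size (SD, n = 3), in R191H and 65.3 ± 5.8 in WT at 2 months. The tables hold no sequence, so the mutation itself could not be read from them.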

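At 2 months, 46 of the 9496 genes tested had an adjusted p under 0.05, of which 39 were higher and 7 lower in R191H. At 5 months these were 121 of 9547 genes, 83 higher and 38 lower, and at 7 months 48 of 9508, 37 higher and 11 lower. With a mean of at least 1 TPM required of each gene, 10 genes passed at 2 months, all among the 46. With limma on ln TPM as deposited 86 passed, 19 of them among the 46. Scaling by library totals in place of TMM gave 117 genes at 5 months, of which 81.2% were higher, against 68.6% with TMM, and 40 genes at 7 months, of which 87.5% were higher, against 77.1%. Single libraries moved these numbers. Without R191H replicate 3, 28 genes passed at 2 months. At 5 months there were 237 and 213 genes without R191H replicate 2 or 3, 68 without R191H replicate 1, and 72, 51 and 50 without WT replicates 1, 2 and 3. At 7 months there were 102 genes without WT replicate 1 and 31 without WT replicate 2. The genes that passed in each of the 6 fits that left out 1 library numbered 27, 45 and 27 at the 3 ages. Of the 46 genes at 2 months, 36 also passed at 5 months and 34 at 7 months, and 45 of the 46 had the same direction at 5 months and 45 at 7 months, not all of them the same genes. The groups did not overlap for 11.2%, 18.2% and 14.6% of genes, where chance gives 10%. A difference in the R191H effect between 5 and 2 months was past the threshold for 1 gene, the ribosomal RNA Rn18s-rs5, and between 7 and 5 months for 0 of 9689 genes, with 618 at an unadjusted p under 0.05. The smallest adjusted p of the latter was 0.0660 from edgeR's quasi-likelihood test.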

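Of the 15 transcripts of the targeted ISR panel, 9 are listed in the table of the male mice and had reads enough for the test. Atf5, on chromosome 7 from 44812256 to 44816658 (GRCm38), had 67.2 ± 7.1 CPM in R191H and 10.3 ± 1.3 in WT at 2 months (SD, n = 3), a log2 fold-change of 2.70 (standard error 0.11, adjusted p = 2.4e-09 from edgeR's quasi-likelihood test). Its log2 fold-changes at 5 and 7 months were 2.57 and 2.83. Trib3, on chromosome 2 from 152337422 to 152344032, had a log2 fold-change of 2.97 at 2 months (standard error 0.34, adjusted p = 0.00031 in edgeR), 3.95 at 5 months and 4.60 at 7 months, with 10 to 48 unique reads per WT library. For Slc7a5 the 3 values were 1.62, 1.73 and 1.72, and for Ddit3 0.98, 1.09 and 1.14. Chac1 changed by 2.19, 1.92 and 1.67. Mthfd2 changed by 0.98, 1.21 and 1.23, and at 2 months its adjusted p of 0.0119 rose to 0.0856, 0.0791 and 0.0886 without R191H replicate 1, R191H replicate 2 or WT replicate 3. Atf4 changed by 0.20, 0.38 and 0.41, and was past the threshold only at 5 months (adjusted p = 0.0135 in edgeR). There it lost that call without R191H replicate 1 (0.0734), WT replicate 2 (0.146) or WT replicate 3 (0.141). At 7 months Atf4 gained the call without WT replicate 1 (adjusted p = 0.0061 in edgeR). Asns changed by 0.05, 0.39 and 0.04 and Ppp1r15a by 0.44, 0.03 and 0.35, and neither passed at any age. Asns had the opposite sign at 2 months without R191H replicate 1 (-0.04) or WT replicate 3 (-0.06), and at 7 months without WT replicate 2 (-0.02).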

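In all, 6, 7 and 6 of the 9 genes of this panel passed at the 3 ages, and 7, 8 and 7 with p adjusted over the list alone. Their mean log2 fold-change was 1.35, 1.47 and 1.55, with each R191H library above each WT library (exact two-sided permutation test, p = 0.1 at each age, the smallest that 3 against 3 allow). The list differed from the other genes by camera with a preset correlation of 0.01 (adjusted p = 2.5e-91, 1.2e-63 and 3.45e-91 with limma's camera), and also by fry (0.00015, 5.3e-05 and 5.5e-05). The alternative that moved these means most, limma on ln(TPM + 1), gave 0.46, 0.25 and 0.24. The mean of the change in the R191H effect was 0.11 between 5 and 2 months and 0.10 between 7 and 5 months, with camera's adjusted p at 0.157 and 0.638. The former passed camera's threshold without WT 2-month replicate 3 (0.19, adjusted p = 0.0498 in camera), and the latter changed sign without WT 5-month replicate 2 (-0.02).

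**Figure D1:**
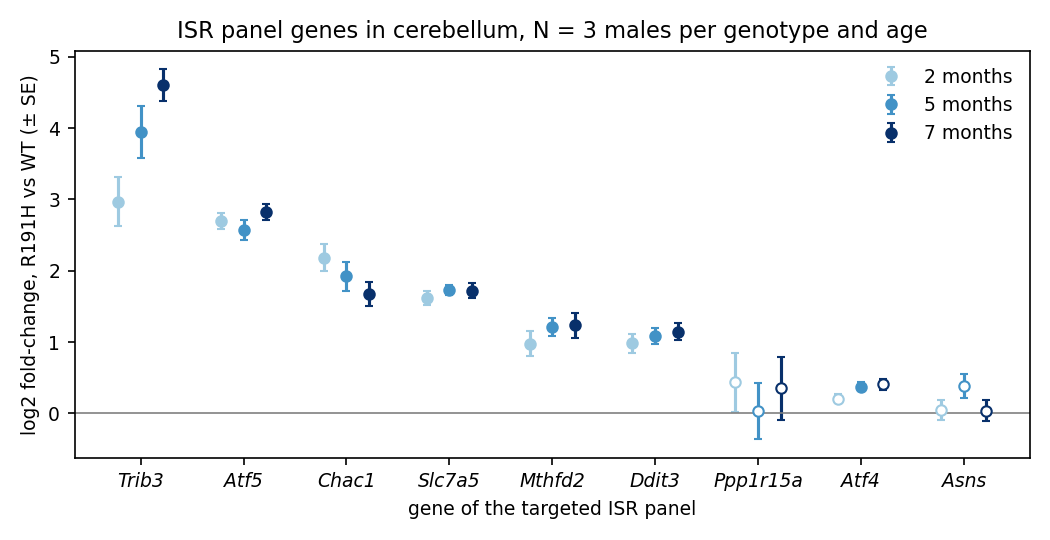
Log2 fold-changes of R191H over WT (vertical axis) for the 9 genes of the targeted ISR panel that were tested, at 2, 5 and 7 months. Bars are standard errors of edgeR's fit to 3 libraries per genotype, and filled points have an adjusted p under 0.05. Trib3 is at 2.97 at 2 months and at 4.60 at 7 months, while Asns is at most 0.39. In edgeR's tests of the change between consecutive ages, 0 of the 9 genes had an unadjusted p under 0.05.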

We confirmed the upregulation of ISR target genes beginning as early as 2 months of age, the magnitude of which was sustained at 5 and 7 months (Figure 4—figure supplement 1A–C). By contrast, and as expected for a disease driven by dysfunction in eIF2B, we did not observe changes in expression for known downstream targets of the parallel IRE1α or ATF6-dependent branches of the unfolded protein response at any time point (Figure 4—figure supplement 1A–C).

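Of the 32 IRE1α and ATF6 targets marked in the paper's volcano plots, 29 were tested at 2 months and 30 at 5 and 7 months. No target had an adjusted p under 0.05 at any age, over all genes or adjusted over the list alone, and 1, 5 and 6 of them had an unadjusted p under 0.05. The mean log2 fold-change over the list was 0.01, -0.11 and 0.08. At 2 months it changed sign without R191H replicate 1 (-0.09) or WT replicate 2 (-0.02). At 7 months 23 of the 30 targets were higher in R191H, and the list differed from the other genes by limma's camera with its preset correlation (adjusted p = 0.0038). That call was absent without R191H replicate 1, where the mean was 0.03 (adjusted p = 0.0882 in camera), and with fry (adjusted p = 0.168) and camera with an estimated correlation (p = 0.241). At 5 months camera's adjusted p was 0.107, and it fell below 0.05 without R191H replicate 3 (-0.13, 0.0474) or WT replicate 2 (-0.13, 0.0109). The per-library means gave exact two-sided permutation p of 0.9, 0.1 and 0.5 at the 3 ages.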

In order to identify additional classes of transcripts that distinguish R191H from WT, we performed singular value decomposition (SVD) analysis on the dataset from 2-month-old mice. We focused on genes with the largest positive and negative loadings on the first eigengene (i.e. the first singular vector from SVD [Alter et al., 2000]), which separated the samples by genotype (Figure 4A–B). 

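The decomposition was run with R's svd function on the ln TPM of the 8892 genes above the floor in at least 3 of the 6 libraries, after each library was centred on the median of its deviations from the gene means and each gene on its mean. The first component held 38.2% of the variance and the second 20.4%. R191H libraries lay between 0.32 and 0.47 on the first component and WT libraries between -0.44 and -0.35. Genes set to the floor in exactly 1 genotype numbered 471, and their median absolute loading was 2.29 times the mean of all absolute loadings, against 0.62 for the other genes. Without them, the first component held 26.4% and the second 25.3%, and the first did not separate the genotypes. Without R191H replicate 3 the share was 31.02% and the genotypes overlapped as well, and without R191H replicate 2 it was 32.0%. On log2 CPM of the unique reads the first component held 25.6% and separated the genotypes, with R191H between 0.01 and 0.66 and WT between -0.67 and -0.03. Values that were not centred by gene moved the share most, to 98.8%.

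**Figure D2:**
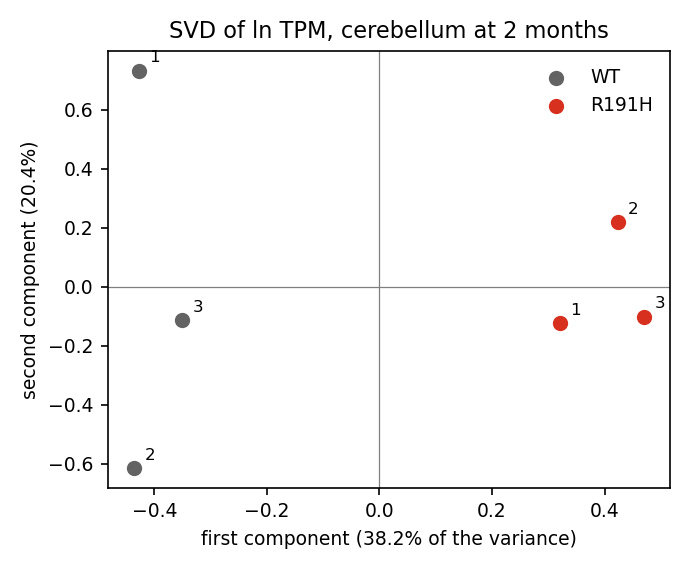
Positions of the 6 libraries at 2 months on the first (horizontal) and second (vertical) component of the decomposition of ln TPM, without units. Each point is 1 library, and R191H and WT lie on opposite sides of 0 on the first component.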

The first class consisted of 473 genes with increased expression (positive loadings) in R191H mice. 

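With the threshold of 2 times the mean absolute loading, 451 genes had positive loadings in these libraries. Of the 875 genes over the threshold in either direction, 262 were set to the floor in exactly 1 genotype. In unique reads, 408 of the 451 could be tested at 2 months, with a mean log2 fold-change of 0.31, and 25 had an adjusted p under 0.05 in edgeR. The same genes had mean log2 fold-changes of 0.15 at both 5 and 7 months, with 37 and 23 higher in R191H past the threshold and 2 lower at 5 months.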

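The categories of amino acid metabolism, serine biosynthesis and tRNA aminoacylation of the paper's supplementary table hold 20 genes together. All 20 were in the decomposition and 15 of them were over the threshold with positive loadings (Fisher's exact test against the other genes, p = 3.7e-16). The authors chose these genes on the same 2-month libraries, which makes this no independent evidence at that age. In unique reads the mean log2 fold-change over the list was 0.32 at 2 months, 0.37 at 5 months and 0.36 at 7 months, with 20, 19 and 17 genes tested. At the 3 ages 3, 4 and 3 genes had an adjusted p under 0.05, and 7, 9 and 8 with p adjusted over the list alone. Phgdh, Eprs and Lars passed at each age and Cbs at 5 months, where Eprs and Lars are named as chosen after their values were seen. The list stood apart under both camera and fry, with adjusted p = 0.0058, 0.00035 and 0.0004 in limma's fry. On ln(TPM + 1), the scale that moved the 2-month mean most, it was 0.20. In the 6 fits that left out 1 library the 2-month mean ranged from 0.20 to 0.36. Phgdh, on chromosome 3 from 98313170 to 98339990, had 84.2 ± 6.9 CPM in R191H and 51.4 ± 4.1 in WT at 2 months (SD, n = 3), a log2 fold-change of 0.70 (standard error 0.08, adjusted p = 0.00038 in edgeR).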

Unsurprisingly, GO-term enrichment analysis revealed categories that contained many known ATF4-dependent targets involved in amino acid metabolism and tRNA aminoacylation (Supplementary file 1C) (Adamson et al., 2016; Han et al., 2013).

**Figure 4.**
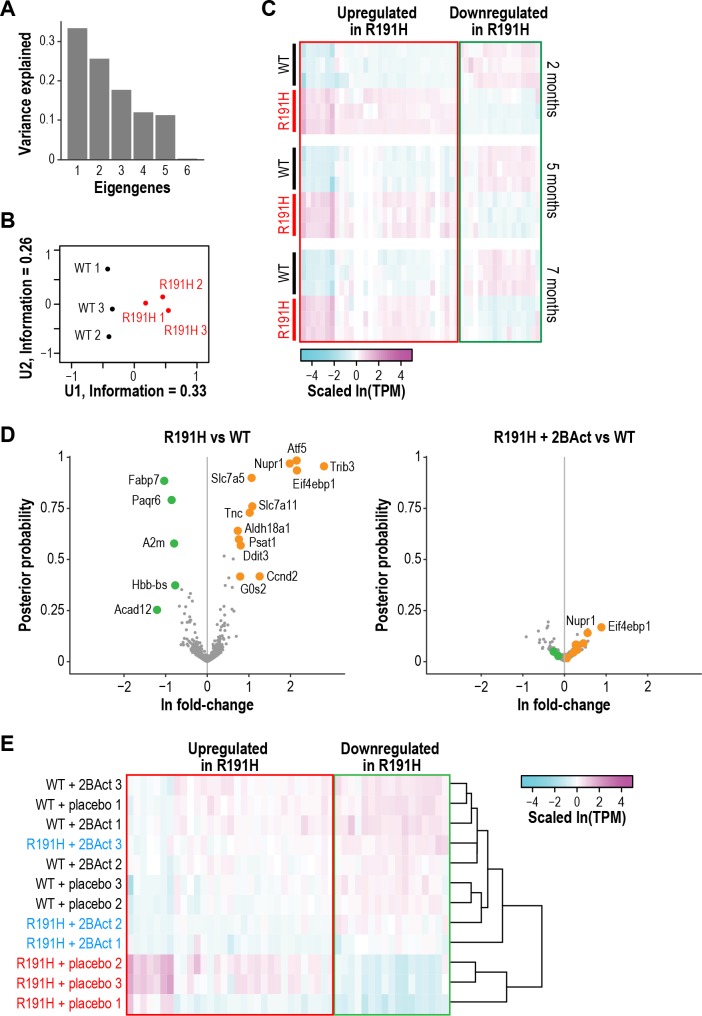
R191H mice have an abnormal brain transcriptome at 2 months of age that is normalized by 2BAct treatment. (**A**) Scree plot showing the variance explained by each component of the SVD analysis of 2-month-old WT and R191H cerebellum. (**B**) Individual 2-month-old cerebellum samples plotted along the first and second components of SVD analysis. (**C**) Heatmap of gene expression changes in WT and R191H cerebellum at 2, 5, and 7 months of age (N = 3/genotype/time point). Shown are the 50 genes with the largest absolute loadings in the first eigengene from SVD analysis of 2 month samples. Source data for (**A**) -(**C**) are available in Figure 4—source data 1. (**D**) Volcano plots showing gene expression changes between R191H and WT (*left*) and R191H + 2 BAct and WT (*right*). Orange and green dots indicate transcripts that were more than 2X increased or decreased, respectively, in the R191H vs. WT plot. These dots are replicated on the R191H + 2 BAct vs. WT plot for comparison. (**E**) Heatmap of gene expression changes in WT and R191H cerebellum treated with placebo or 2BAct for 4 weeks. Genes are the same set plotted in Figure 4C. Colors indicate the scaled ln(TPM) from the mean abundance of the gene across all samples. For (**D**) and (**E**), N = 3/condition. Source data for (**D**) and (**E**) are available in Figure 4—source data 2. 10.7554/eLife.42940.019Figure 4—source data 1.Fold-changes of transcripts identified in RNA-seq of 2-, 5- and 7-month-old cerebellum. 10.7554/eLife.42940.020Figure 4—source data 2.Fold-changes of transcripts identified in RNA-seq in the 4-week 2BAct treatment experiment.

**Figure 4—figure supplement 1.**
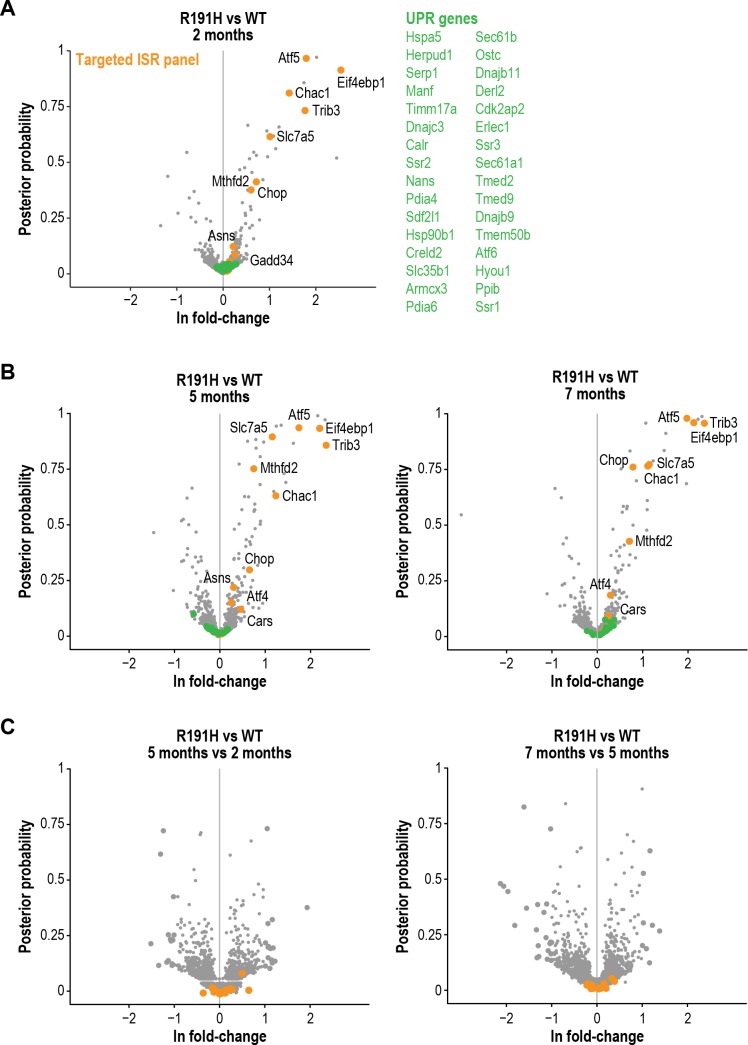
Sustained ISR induction is a feature of R191H cerebellum across different ages. (**A**) Volcano plot showing gene expression changes between R191H and WT cerebellum at 2 months of age. Orange dots indicate genes from the targeted ISR panel. Green dots indicate targets of the IRE1α and ATF6 branches of the UPR. (**B**) Volcano plots showing gene expression changes between R191H and WT cerebellum samples at 5 (*left*) and 7 (*right*) months of age. Orange dots indicate genes from the targeted ISR panel. Green dots indicate targets of the IRE1α and ATF6 branches of the UPR. (**C**) Volcano plots showing gene expression changes between the R191H vs. WT cerebellum comparisons at different ages (5 mo vs. two mo, *left*; 7 mo vs. five mo, *right*). Orange dots indicate genes from the targeted ISR panel. For all panels, N = 3/genotype/time point. Source data are available in Figure 4—source data 1.

**Figure 4—figure supplement 2.**
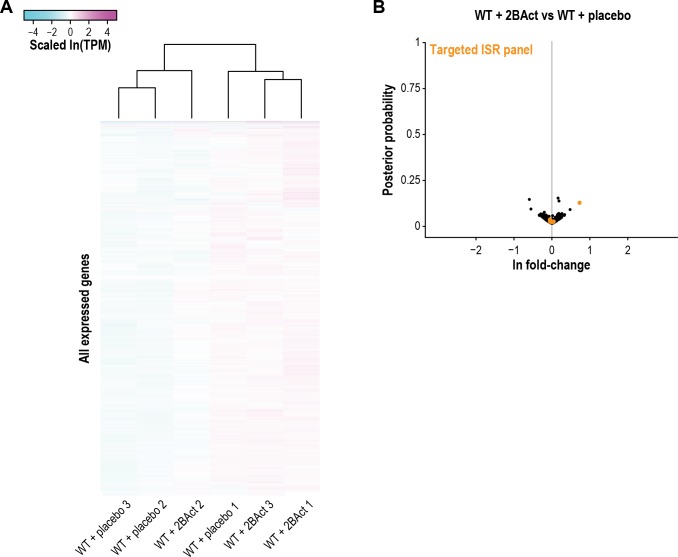
2BAct does not elicit spurious gene changes in WT mice. (**A**) Heatmap of gene expression changes in WT cerebellum from mice treated with placebo or 2BAct for 4 weeks. The entire analyzed transcriptome is shown. Placebo- and 2BAct-treated samples did not cluster away from each other. Colors indicate the scaled ln(TPM) from the mean abundance of the gene across all samples. Scale limits are the same as shown in Figure 4C and E. (**B**) Volcano plot showing gene expression changes between 2BAct-treated and placebo-treated WT cerebellum. Orange dots indicate genes from the targeted ISR panel. For (**A**) and (**B**), N = 3/condition. Source data are available in Figure 4—source data 2.

A second class comprised 600 genes with reduced expression (negative loadings). These genes were not restricted to expression in a specific cell type, but GO-term enrichment analysis revealed categories related to myelination and lipid metabolism (Supplementary file 1C), suggesting an effect on glial cells such as astrocytes and oligodendrocytes. 

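Negative loadings over the threshold were found for 424 genes. In unique reads, 389 of them were tested at 2 months, where their mean log2 fold-change was -0.26 and 7 had an adjusted p under 0.05 in edgeR. The mean was -0.10 at 5 months and -0.14 at 7 months, with 11 and 8 genes past the threshold, all lower in R191H. A2m, on chromosome 6 from 121635376 to 121679227, had 58.2 ± 11 CPM in R191H and 125 ± 16 in WT at 2 months (SD, n = 3), a log2 fold-change of -1.11 (standard error 0.12, adjusted p = 0.00016 in edgeR). At 7 months it was -1.09, and its adjusted p of 0.0272 rose to 0.0603 and 0.164 without R191H replicate 2 or WT replicate 2. Fabp7, on chromosome 10 from 57784881 to 57788450, changed by -0.91 at 2 months (adjusted p = 0.0161 in edgeR) and by -0.86 at 7 months (0.0480). These calls were the less stable of the pair: at both ages the adjusted p was over 0.05 in 4 of the 6 fits that left out 1 library, up to 0.0907 without WT replicate 2 at 2 months and 0.314 without R191H replicate 3 at 7 months.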

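The myelination categories of the paper's supplementary table hold 10 genes, of which 8 were over the threshold with negative loadings (Fisher's exact test, p = 1.0e-09), and its sterol and cholesterol categories hold 16, of which 10 were (p = 3.4e-10). Both lists were chosen by the authors on the same 2-month libraries and are no independent evidence at that age. In unique reads the 9 myelination genes tested had a mean log2 fold-change of -0.16 at 2 months, with 8 of 9 lower in R191H. It was -0.07 at 5 months and -0.29 at 7 months. None of the 9 had an adjusted p under 0.05 in edgeR at any age, against 2, 0 and 4 at an unadjusted p under 0.05, and 0, 0 and 3 passed with p adjusted over the list alone. Limma's camera called the list at 2 and 7 months (adjusted p = 0.00088 and 0.0002), but not at 5 months (0.235). The call at 2 months was absent without WT replicate 1, where the mean was -0.08. At 5 months the mean was 0.05 without R191H replicate 2 and -0.17 without R191H replicate 3, where camera called the list. Fry called it at no age (adjusted p = 0.141, 0.533 and 0.0853). The alternative that moved the 2-month mean most, genes with a mean of at least 1 TPM, gave -0.06. The 16 sterol genes had mean log2 fold-changes of -0.25, -0.15 and -0.43 at the 3 ages, with 14, 13 and 16 of them lower in R191H. Adjusted over all genes 1, 0 and 0 passed, against 10, 4 and 10 at an unadjusted p under 0.05, and adjusted over the list alone 7, 0 and 8. The gene past the threshold at 2 months was Lcat (-0.38, adjusted p = 0.0369 in edgeR), named as chosen after its value was seen. Without R191H replicate 1 or WT replicate 1 camera no longer called the sterol list at 5 months, with means of -0.16 and -0.12 (adjusted p = 0.0697 and 0.0523 in limma's camera). Under fry the sterol list had adjusted p = 0.0612, 0.105 and 0.0336.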

A gene signature of perturbed myelin maintenance is detectable as early as 2 months, preceding evidence of myelin loss by histological analysis. 

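Among lists of cell type markers written before the values were seen, 9 of 11 oligodendrocyte markers in the decomposition were over the threshold with negative loadings (Fisher's exact test, p = 5.9e-11), and so were 5 of 11 markers of astrocytes and Bergmann glia (p = 8.8e-05). The list of 12 oligodendrocyte markers shares 3 genes with the myelination genes. In unique reads at 2 months, all 11 oligodendrocyte markers tested were lower in R191H, with a mean log2 fold-change of -0.37. None passed the threshold over all genes, with 4 at an unadjusted p under 0.05, and adjusted over the list alone 2 did, Mal and Cldn11, named as chosen after their values were seen. The exact two-sided permutation test of the per-library means gave p = 0.1. The list differed from the other genes by camera (adjusted p = 5.6e-07) and not by fry (0.623). From the categories related to myelination and lipid metabolism among the genes with reduced expression, the paper proposes an effect on astrocytes and oligodendrocytes, and it states that this change comes before the loss of myelin seen by histology.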

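The 50 genes with the largest absolute loadings comprised 35 with positive and 15 with negative loadings, and 36 of the 50 were set to the floor in exactly 1 genotype at 2 months. For each gene the change in ln TPM was taken along the sign of its loading. Its mean over the 50 genes was 0.23 at 5 months and 0.18 at 7 months, beside 1.15 in the 2-month libraries on which the genes were chosen. At 5 months 23 of the 50 genes changed in the direction of their loading and at 7 months 30 did. The 35 genes with positive loadings rose by a mean of 0.21 and 0.31 in ln TPM, and the 15 with negative loadings changed by a mean of -0.27 and 0.10. Each R191H library lay above each WT library in the per-library mean at both ages (exact two-sided permutation test, p = 0.1, the smallest possible). Genes set to the floor share a value within a group, which narrows the spread of these means. The same score also separated WT + 2BAct from WT + placebo (0.40), where 0 genes passed on the unique reads. The separation alone thus cannot tell a genotype effect from the floor. Protein-coding genes without an abundance filter and with values as deposited, a setting chosen after the data were seen, moved the 5-month mean most, to 0.58. The 50 genes of that setting share 16 with those followed here. In unique reads, 21 of the 36 genes at the floor and 12 of the other 14 had the direction of their loading at 5 months, and 26 of 35 and 11 of 14 at 7 months. The mice of these ages were others than those on which the genes were chosen.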

A heatmap of the 50 genes with the largest absolute loadings on the first eigengene revealed that the expression of both classes persisted and was consistent as the animals aged (Figure 4C).

Our targeted analysis revealed complete abrogation of the ISR by 2BAct treatment (Figure 3D). To test whether 2BAct could also normalize the broad downregulation of transcripts related to CNS function, we performed RNA-seq on cerebellum from 2.5-month-old WT and R191H mice treated for only 4 weeks. 

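Cerebellum RNA was sequenced in the same way from female mice, with 3 mice in each of 4 groups: WT and R191H mice on a diet with 2BAct at 300 ppm, and WT and R191H mice on the diet without it, called placebo here as in the paper. The sample labels give the age as 2 months and the treatment as 1 month, while the paper gives 2.5 months and 4 weeks. The table lists 10512 genes. Unique reads per library ranged from 12873718 to 16561840 in R191H + placebo, with a median of 14490946, and from 14365129 to 18619411 in R191H + 2BAct, with a median of 18461822. They ranged from 13959189 to 17044673 in WT + placebo, with a median of 15952937, and from 12983649 to 14347481 in WT + 2BAct, with a median of 14074648. The ln TPM values have a floor of -1.2, again set for whole groups, and 3412 genes are at it in R191H + placebo, 1286 in R191H + 2BAct, 619 in WT + placebo and 125 in WT + 2BAct. Xist had between 30680 and 46613 unique reads per library, and Uty, Kdm5d, Ddx3y and Eif2s3y are not listed. In R191H + placebo replicate 1 the ribosomal RNA Rn18s-rs5 took 57.6% of the TPM, against 2.32% to 6.06% in the other 11 libraries of the treatment experiment.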

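Between R191H + placebo and WT + placebo, 78 of 10079 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 48 higher and 30 lower in R191H, and 14 changed more than 2-fold. Library totals in place of TMM gave 93 genes, of which 46.2% were higher, against 61.5% with TMM. Values as deposited, without centring, moved the number most, to 2723 with limma on ln TPM, where the median log2 fold-change of all genes was -0.50. Without R191H + placebo replicate 3, 36 genes passed, and 32 passed in each of the 6 fits that left out 1 library. Of the 46 genes past the threshold at 2 months in male mice, 35 were tested here and 29 of these passed in the same direction. Between R191H + 2BAct and WT + placebo 1 of 10100 genes passed, the small nucleolar RNA Gm23262, with 508 genes at an unadjusted p under 0.05. Gm23262, on chromosome 7 from 111076060 to 111076227, had 65.6 ± 5.6 CPM in R191H + 2BAct and 41.3 ± 5.3 in WT + placebo (SD, n = 3), a log2 fold-change of 0.67 (standard error 0.09, adjusted p = 0.0127 in edgeR). Its adjusted p was 0.151 without R191H + 2BAct replicate 1 and 0.120 without WT + placebo replicate 2. There were 6 genes without R191H + 2BAct replicate 2, and 5 without WT + placebo replicate 1 or 3. In the direct comparison of R191H + 2BAct with R191H + placebo, 66 of 10092 genes passed, 29 higher and 37 lower with 2BAct, and 32 passed without R191H + placebo replicate 3. Of the 78 genes, 74 had the opposite sign in this comparison and 47 were past its threshold, but they were chosen on R191H + placebo libraries that enter both, which alone favours the opposite sign. Of the 35 genes chosen on the male libraries, which do not enter it, all but Gm43789 and Rn18s-rs5 had the opposite sign to that at 2 months. Both exceptions are named as chosen after their values were seen. Of the 35 genes 32 passed, 1 of them Rn18s-rs5 with its sign unchanged. The median change of the 78 genes between R191H + 2BAct and WT + placebo, along their direction in R191H + placebo, was 0.11. For WT + 2BAct, which has no R191H effect, it was 0.06 over the same WT + placebo libraries.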

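The 7 genes of the targeted ISR panel that were tested had a mean log2 fold-change of 1.39 between the placebo groups and -1.19 between R191H + 2BAct and R191H + placebo. Over all genes Atf5, Slc7a5, Trib3 and Ddit3 passed in both and Atf4 between the placebo groups, 5 and 4 genes, and adjusted over the list alone 6 in each comparison, with Atf4 and Asns added. Atf5 had 71.6 ± 1.5 CPM in R191H + placebo, 13.5 ± 1.9 in R191H + 2BAct and 9.87 ± 1.7 in WT + placebo (SD, n = 3). Its log2 fold-change was 2.87 between the placebo groups (standard error 0.11, adjusted p = 2.9e-14 in edgeR) and -2.42 between the R191H groups (standard error 0.10, adjusted p = 1.8e-12 in edgeR). Trib3 changed by 3.15 and -2.59, and Slc7a5 by 1.57 and -1.52. Ddit3 rose by 1.30 and Nupr1, on chromosome 7 from 126623249 to 126630861, by 3.30 between the placebo groups. In R191H + 2BAct Nupr1 was 1.09 higher than in WT + placebo (0.90 to 1.28 in the 6 fits that left out 1 library, adjusted p = 0.485 in edgeR) and 0.66 higher than in WT + 2BAct (adjusted p = 0.999). Atf4 rose by 0.34 (adjusted p = 0.0127 in edgeR), a call that was absent without R191H + placebo replicate 3 (0.149), WT + placebo replicate 1 (0.0593) or WT + placebo replicate 2 (0.167). Fabp7 fell by 1.37 between the placebo groups and was 1.22 higher in R191H + 2BAct than in R191H + placebo, on the log2 scale. A2m fell by 1.19 and was 1.03 higher.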

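Between R191H + 2BAct and WT + placebo the mean of the ISR panel was 0.20, with 0 of 7 genes past the threshold and 1 at an unadjusted p under 0.05. Limma's camera gave this list an adjusted p of 0.0415 there, which was over 0.05 without R191H + 2BAct replicate 1 (0.0584) or 3 (0.288) and without WT + placebo replicate 1 (0.0963) or 3 (0.0825). Fry gave 0.160.

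**Figure D3:**
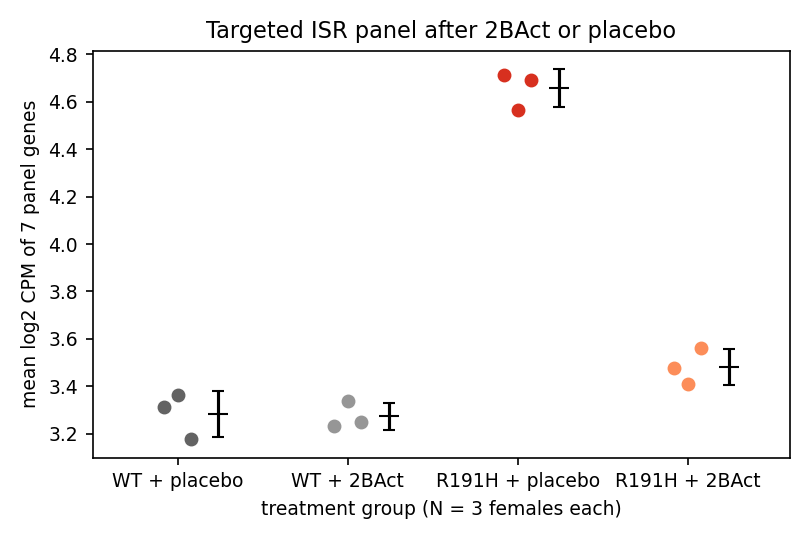
Mean log2 CPM of the 7 genes of the targeted ISR panel (vertical axis) in each of the 12 libraries of the 4 treatment groups. Points are libraries and bars the group's mean ± SD (n = 3): 4.66 in R191H + placebo, 3.48 in R191H + 2BAct, 3.27 in WT + 2BAct and 3.28 in WT + placebo.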

Remarkably, both upregulated and downregulated classes of transcripts were normalized in 2BAct-treated R191H mice (Figure 4D). 

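Of the 50 genes chosen on the 2-month libraries, 44 are listed in the table of the treatment experiment. The mean change in ln TPM along their loadings was 0.58 between R191H + placebo and WT + placebo and 0.10 between R191H + 2BAct and WT + placebo (exact two-sided permutation test, p = 0.1 and 0.3). In these comparisons the genes with positive loadings had mean changes in ln TPM of 0.89 and 0.41 and those with negative loadings of 0.15 and 0.63, the latter against their loading, so that the value of 0.10 is made of classes that offset each other. It was 0.40 between WT + 2BAct and WT + placebo, -0.49 between R191H + 2BAct and R191H + placebo and -0.30 between R191H + 2BAct and WT + 2BAct (exact permutation test, p = 0.1 for each). Genes set to the floor share a value within a group, so the p-values of this score cannot tell a change of the genes from the floor. The tree of the 12 libraries used Euclidean distances and complete linkage. In it 9 libraries fell on the side of their group when R191H + placebo was set against the other groups. The 3 R191H + 2BAct libraries formed a branch of their own. The first fork of the tree set all 2BAct libraries against all placebo libraries, so WT + placebo lay with R191H + placebo. The distance of R191H + placebo from the WT libraries was 1.35 times that among WT libraries, and for R191H + 2BAct it was 1.31 times. On log2 CPM of the unique reads 12 of 12 libraries fell on their side, R191H + 2BAct did not form a branch of its own, and the distances were 1.81 and 1.11 times. With average linkage 6 libraries did. Protein-coding genes with values as deposited moved the distance of R191H + placebo most, to 3.11 times, with 1.32 times for R191H + 2BAct and 12 of 12 libraries on their side. The log2 CPM and the protein-coding setting were chosen after the data were seen.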

Clustering of samples based on the top 50 genes from the previous analysis confirmed that 2BAct-treated R191H mice were indistinguishable from WT (Figure 4E). Thus, 2BAct normalized the defective expression of glial and myelination-related genes. Moreover, 2BAct treatment of WT mice did not significantly alter gene expression compared to placebo (Figure 4—figure supplement 2A–B). Together, these data demonstrated that 2BAct treatment normalizes the aberrant transcriptional landscape of VWM mice without eliciting spurious gene expression changes in WT mice.

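Between the placebo groups, the 9 myelination genes had a mean log2 fold-change of -0.20 and the 16 sterol genes of -0.30, with 7 and 16 genes lower in R191H. In the 6 fits that left out 1 library these means ranged from -0.25 to -0.11 and from -0.33 to -0.27. Between R191H + 2BAct and R191H + placebo the means were 0.28 and 0.29, with 8 and 16 genes higher with 2BAct. They ranged from 0.18 to 0.37 and from 0.16 to 0.36 in such fits. Between R191H + 2BAct and WT + placebo the means were 0.08 and -0.01. The myelination mean in this last comparison was -0.03 without R191H + 2BAct replicate 2. It was 0.17 without R191H + 2BAct replicate 1 or without WT + placebo replicate 3, where camera called the list (adjusted p = 0.0175 and 0.0189 in limma's camera). The sterol mean was 0.06 and 0.03 without R191H + 2BAct replicate 1 or 3, 0.0083 and 0.02 without WT + placebo replicate 2 or 3, and -0.14 without R191H + 2BAct replicate 2, where camera called the list (adjusted p = 0.0177). Over all genes 0 myelination genes passed between the placebo groups, with 3 at an unadjusted p under 0.05, and 1 between the R191H groups, Cnp, and adjusted over the list alone 3 and 5. Of the sterol genes Hmgcs1 passed in both (-0.56 and 0.73) and Insig1 between the R191H groups (0.40), and 8 and 7 sterol genes passed adjusted over the list alone. Apart from Cnp, these genes are named as chosen after their values were seen. The genes of both lists came from the 2-month libraries of male mice, so these female libraries did not enter their choice. Both lists were called by camera in both comparisons, while fry called the sterol list between the placebo groups (adjusted p = 0.0097 in limma's fry) and neither list between the R191H groups (0.0839 for both). Cnp, on chromosome 11 from 100574904 to 100591729, had 11.0 ± 2.1 CPM in R191H + 2BAct and 5.85 ± 0.94 in R191H + placebo (SD, n = 3), a log2 fold-change of 0.90 (standard error 0.18, adjusted p = 0.0162 in edgeR). Its adjusted p was 0.180 without R191H + 2BAct replicate 2, and 0.0555 and 0.0700 without R191H + placebo replicate 1 or 2. The paper draws its conclusion from the return of both classes of transcripts in treated R191H mice and from the clustering of the samples.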

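Between WT + 2BAct and WT + placebo, 0 of 10054 genes had an adjusted p under 0.05 in edgeR, with 353 at an unadjusted p under 0.05, where chance alone gives 502.7 on average. The smallest adjusted p was 0.922. Without WT + placebo replicate 1 there were 2 genes and without WT + placebo replicate 3 there was 1. The 2 groups did not overlap for 8.93% of genes, where chance gives 10%. The mean log2 fold-change of the ISR panel was -0.01, and it turned positive, to at most 0.04, without WT + 2BAct replicate 1, WT + placebo replicate 1 or WT + placebo replicate 2. In a tree of the 6 WT libraries on ln TPM of 10486 genes, all 6 fell on the side of their diet, and the distance between the diets was 1.19 times that within them, the largest of the 10 splits of these libraries. On log2 CPM of the unique reads 3 of 6 did, with a ratio of 1.00 that 4 of the 10 splits reached. Without the genes set to the floor in a group, 3 of 6 did, and 8 of the 10 splits reached the ratio of 0.98.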

### The ISR is activated in astrocytes and myelinating oligodendrocytes of R191H mice

The robust induction of ISR targets in the brain of VWM mice raised the question of whether all CNS cell types are uniformly affected, or whether a subpopulation of cells is particularly susceptible to a decrease in eIF2B function. To address this, we performed single cell RNA-seq (scRNA-seq) on two brain regions, forebrain and cerebellum, of 2.5-month-old WT and R191H mice. Unbiased clustering of single cells from each region identified 13 and 10 clusters in the forebrain and cerebellum, respectively, that were subsequently assigned cell type identities using CNS cell type gene markers obtained from bulk RNA-seq data (Figure 5A, Figure 5—figure supplement 1 and Figure 5—figure supplement 2A) (Koirala and Corfas, 2010; Zhang et al., 2014). Cells from both WT and R191H tissues were represented in each cluster, demonstrating that transcriptionally defined cell types are not influenced by genotype at this early time point in disease progression. Next, we generated an unbiased, tissue-independent ISR target signature by using the top 50 upregulated genes from our bulk RNA-seq analysis of R191H cerebellum as input for Clustering by Inferred Co-Expression (CLIC) analysis (Li et al., 2017). CLIC identified 18 of our input genes as coherently co-expressed across 1774 diverse mouse microarray datasets, and expanded this co-expression module to a final signature comprising 95 genes (Supplementary file 1D).

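In the bulk libraries, 67 of the 95 genes of this signature were tested at 2 months, 68 at 5 months and 64 at 7 months, with mean log2 fold-changes of 0.46, 0.55 and 0.59 between R191H and WT. Over all genes 15, 17 and 14 had an adjusted p under 0.05 in edgeR, and adjusted over the list alone 18, 31 and 24. The genes put into CLIC came from these libraries, which makes the signature no independent evidence here. Between R191H + placebo and WT + placebo, 60 genes were tested with a mean of 0.39, and 12 passed, or 17 adjusted over the list alone. The mean was 0.03 between R191H + 2BAct and WT + placebo. The manually curated list of 69 ISR targets shares 35 genes with the signature. It had means of 0.71, 0.80 and 0.86 at the 3 ages and of 0.59 between the placebo groups, with 15, 17, 14 and 12 genes past the threshold, and 20, 22, 20 and 14 adjusted over the list alone. Both lists stood apart under camera and fry in these 4 comparisons. On values as deposited, without centring, both means turned negative between the placebo groups, to -0.22 and -0.06, above the median of -0.50 of all genes.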

**Figure 5.**
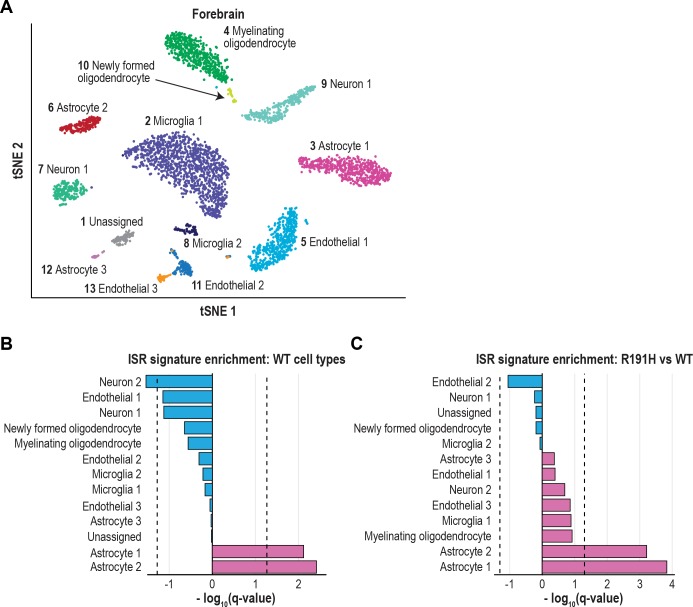
The ISR is strongly activated in astrocytes of VWM forebrain. (**A**) tSNE plot showing the 13 transcriptionally defined clusters identified from single-cell analysis of WT and R191H forebrain. (**B**) Q-values from GSEA based on the differential expression analysis of each WT cluster versus all other WT clusters, using the ISR gene expression signature derived from CLIC. (**C**) Q-values from the differential expression analysis of R191H vs WT cells for each cluster, using the same ISR signature as in (**B**). In (**B**) and (**C**), dotted lines indicate Q-value thresholds of 0.05.

**Figure 5—figure supplement 1.**
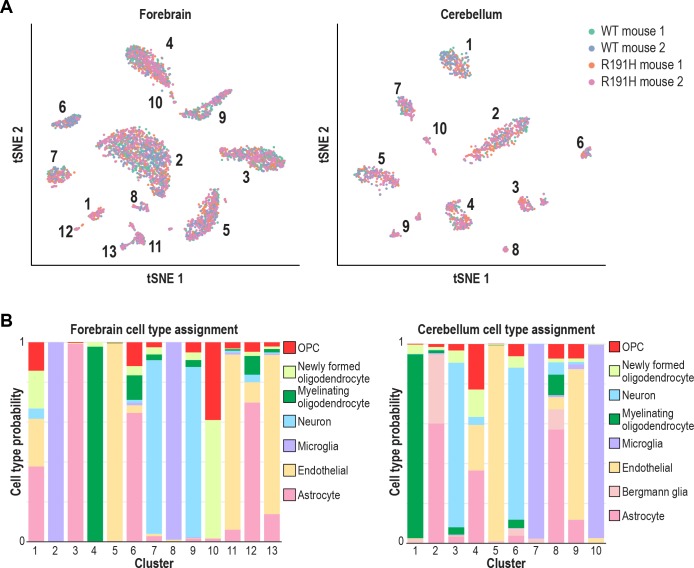
scRNA-seq of WT and R191H forebrain and cerebellum yields distinct transcriptionally defined clusters that do not depend on genotype. (**A**) tSNE plots showing the cell type clusters identified from scRNA-seq analysis of WT and R191H forebrain and cerebellum. Points represent individual cells color-coded by source animal. (**B**) Probability of each cluster corresponding to a cell type of defined identity based on published gene signatures (Koirala and Corfas, 2010; Zhang et al., 2014). Each cluster was assigned a single cell type label if any individual probability exceeded 0.5.

**Figure 5—figure supplement 2.**
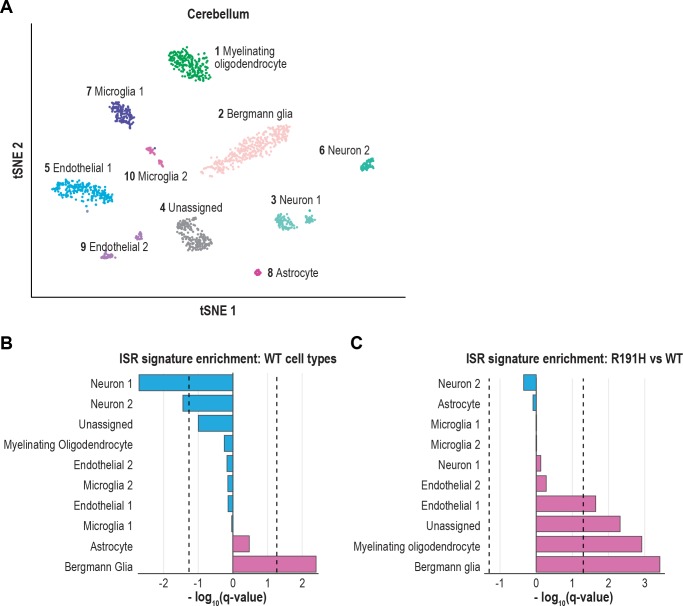
The ISR is strongly activated in Bergmann glia of VWM cerebellum. (**A**) tSNE plot showing the 10 cell type clusters identified from scRNA-seq analysis of WT and R191H cerebellum. (**B**) Q-values from GSEA based on the differential expression analysis of each WT cluster versus all other WT clusters, using the ISR gene expression signature derived from CLIC. (**C**) Q-values from the differential expression analysis of R191H vs WT cells for each cluster, using the same ISR signature as in (**B**). In (**B**) and (**C**), dotted lines indicate Q-value thresholds of 0.05.

**Figure 5—figure supplement 3.**
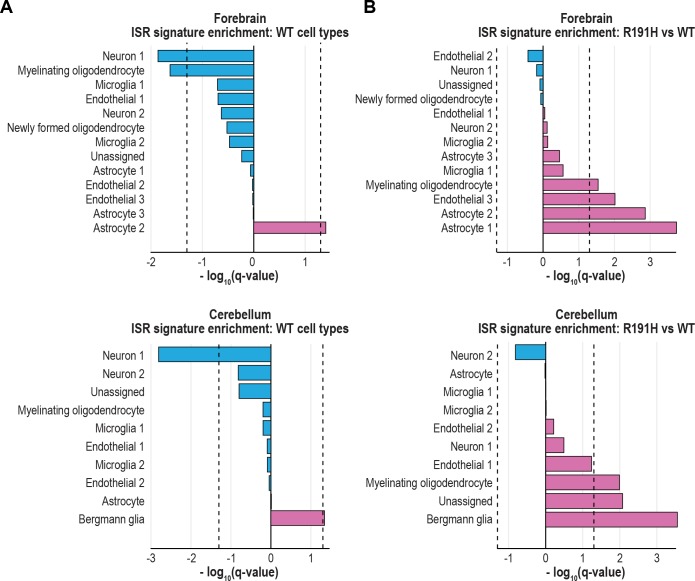
A curated list of ISR targets reveals activation in astrocytes and Bergmann glia of VWM brain. (**A**) Q-values from GSEA based on the differential expression analysis of each WT cluster versus all other WT clusters, using the ISR gene expression signature derived from the curated ISR target list. (**B**) Q-values from the differential expression analysis of R191H vs WT cells for each cluster, using the same ISR signature as in (**A**). In (**A**) and (**B**), dotted lines indicate Q-value thresholds of 0.05.

Using the CLIC-derived signature, we first assessed ISR expression in WT cells only. Strikingly, two astrocyte clusters in the forebrain and Bergmann glia in the cerebellum showed significant enrichment of the ISR signature (q = 0.004, 0.008 and 0.004, respectively), indicating that these cell types have higher basal expression of ISR targets (Figure 5B and Figure 5—figure supplement 2B). By contrast, the ISR signature was insignificant (using a threshold of q = 0.05) or even negatively enriched in other WT CNS cell types.

Next, we investigated the source of upregulated ISR expression in R191H compared to WT. In the forebrain, the two astrocyte clusters with an enriched ISR signature in WT showed significant further upregulation in R191H tissue (q < 10^−3^ for both clusters; Figure 5C). In the cerebellum, Bergmann glia also showed the most significant enrichment of the ISR signature in R191H tissue (q = 0.0004; Figure 5—figure supplement 2C). Astrocytes, and more recently Bergmann glia, have long been implicated as the affected cell type in VWM based on histology and ex vivo analyses (Bugiani et al., 2011; Dietrich et al., 2005; Dooves et al., 2016; Dooves et al., 2018; Geva et al., 2010; Leferink et al., 2018; Wong et al., 2000). For the first time, our work provides in vivo evidence that in VWM mice, astrocytes exhibit a molecular signature of an early maladaptive ISR.

Interestingly, the comparison of R191H to WT cerebellum also revealed significant enrichment of the ISR signature in other non-neuronal cell types, including myelinating oligodendrocytes, an unassigned cell type, and endothelial cells (q = 0.001, 0.005 and 0.02, respectively; Figure 5—figure supplement 2C). We were unable to confidently assign an identity to the unknown cell type, but its expression profile is consistent with a non-neuronal lineage (cluster four in Figure 5—figure supplement 1B). Our findings held true when we repeated the analysis using a manually curated list of ISR target genes (Figure 5—figure supplement 3 and Supplementary file 1D). Collectively, the results of our unbiased analysis suggest that in R191H brain, other cell types beyond astrocytes upregulate the ISR and may contribute to pathology.

### 2BAct normalized the R191H brain proteome without rescuing eIF2B levels

Because eIF2B is essential for translation initiation and the *Eif2b5*^R191H^ mutation reduces its GEF activity, we wondered how well the changes observed by RNA-seq would correlate with changes in the proteome. To address this, we performed tandem mass tag mass spectrometry (TMT-MS) on cerebellum samples at the end of the 2BAct treatment study.

We discovered 42 proteins that increased >1.5 fold in abundance, and 19 proteins that decreased >1.5 fold in abundance in placebo-treated R191H vs. WT at a posterior probability >90% (Figure 6A). Of the upregulated proteins, 21/42 were transcriptionally upregulated in the RNA-seq experiment. The remaining half did not meet an abundance threshold in the RNA-seq analysis. Among these were known ISR targets such as amino acid transporters (SLC1A4 and SLC7A3) and metabolic enzymes (CTH and PYCR1). However, TMT-MS did not detect ATF4 or some of its low-abundance targets (e.g. the transcription factors ATF3, ATF5 and CHOP). Nevertheless, the presence of the other ISR targets in this set drove the enrichment of ISR-associated pathways in GO-term analysis (Figure 6B). 

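Slc1a4, Slc7a3, Cth and Pycr1 are not listed in the tables of unique reads of either experiment, which hold 9969 genes for the male and 10512 for the female mice.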

The good agreement between RNA-seq and TMT-MS data, as well as the ability to detect targets present in one but not the other, highlight their utility as complementary approaches.

**Figure 6.**
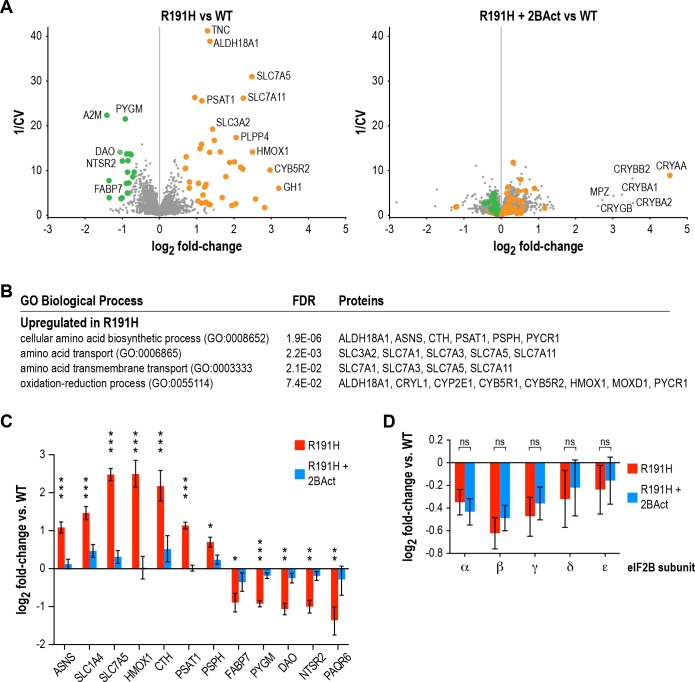
2BAct normalizes the R191H brain proteome without affecting eIF2B subunit levels. (**A**) Volcano plots showing protein abundance changes between R191H and WT (*left*) and R191H + 2 BAct and WT (*right*). The y-axis is the inverse of the coefficient of variation. Orange and green dots indicate proteins that were more than 1.5X increased or decreased, respectively, in the R191H vs. WT plot at a posterior probability of >90%. These dots are replicated on the R191H + 2 BAct vs. WT plot for comparison. (**B**) GO-term enrichment analysis of proteins meeting the threshold for increase in (**A**). Categories shown have an FDR cutoff smaller than 10^−2^. Downregulated proteins did not show enrichment for any categories. (**C**) Quantification of selected ISR, metabolic and neural targets relative to WT levels, showing rescue by 2BAct treatment. Posterior probability *<0.05; **<10^−5^; ***<10^−10^ of a <50% difference compared to WT. All targets in the 2BAct-treated condition had posterior probability >0.5 of a <50% difference compared to WT. (**D**) Quantification of eIF2B subunits relative to WT levels. Posterior probability >0.95 of a <25% difference between placebo-treated and 2BAct-treated conditions. For all panels, N = 6/condition. For (**B**) and (**C**), bars are mean ±95% credible intervals. Source data are available in Figure 6—source data 1. 10.7554/eLife.42940.026Figure 6—source data 1.Fold-changes of proteins identified in TMT-MS proteomics experiment.

Of the downregulated proteins, 13/19 were transcriptionally downregulated in the RNA-seq experiment, one did not change transcriptionally and five did not meet the RNA-seq abundance threshold. We did not identify significant enrichment of gene sets in the downregulated proteins, likely due to the small number of targets that met our cutoff criteria. Remarkably, 14/19 of these targets are most highly expressed in Bergmann glia or astrocytes, and 9/19 are highly expressed in oligodendroyctes or oligodendrocyte precursor cells (Tabula Muris Consortium et al., 2018). One interesting example that falls into both categories is the fatty-acid binding protein FABP7, the downregulation of which is again suggestive of dysregulation of lipid metabolism (Kipp et al., 2011; Kurtz et al., 1994). Our proteomic data are consistent with the downregulated GO categories observed in RNA-seq, as well as the ISR activation seen in astrocytes and myelinating oligodendrocytes by scRNA-seq. Together, they implicate glial cells as a potential source of dysregulation. Importantly, all downregulated proteins and 40/42 upregulated proteins were normalized by 2BAct treatment (Figure 6A *right panel* and Figure 6C).

Interestingly, we discovered that levels of all five eIF2B subunits were reduced 15–35% in R191H cerebellum compared to WT (Figure 6D). This decrease occurred at the protein level, as no changes were observed in transcript abundance by RNA-seq. 

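All 5 subunit transcripts were tested on unique reads in both experiments. Eif2b1 had 15.7 ± 2.2 CPM in R191H and 14.4 ± 0.96 in WT at 2 months (SD, n = 3), a log2 fold-change of 0.12 (standard error 0.13). Eif2b5, on chromosome 16 from 20498817 to 20509323, changed by 0.08 at 2 months, 0.04 at 5 months, 0.04 at 7 months and 0.01 between the placebo groups of the treatment experiment, with standard errors of 0.06 to 0.08. Eif2b2 and Eif2b4 had few reads, as with 4 to 38 per library for Eif2b2 at 2, 5 and 7 months, and their standard errors were 0.28 to 0.49. Over the 5 transcripts the mean log2 fold-change was 0.15, -0.07 and 0.18 at the 3 ages and -0.01 between the placebo groups. The number with an adjusted p under 0.05 was 0 in each of these comparisons, with 1 at an unadjusted p under 0.05 at 2 months, Eif2b3 (0.62), and 0 in the others. The smallest adjusted p were 0.857, 0.628, 0.712 and 0.792 from edgeR's quasi-likelihood test. Between the placebo groups, limma on quantile-normalized ln TPM called 1 subunit and limma on ln TPM as deposited called 2.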

We had previously observed destabilization of eIF2B in HEK293T cells, wherein a VWM mutation in one member of the complex caused a reduction in itself as well as the other subunits (Wong et al., 2018). The finding that long-term treatment with 2BAct does not rescue eIF2B complex levels in vivo suggests that the normalization of all measured endpoints in R191H mice (Table 1) is due to boosting the GEF activity of the remaining mutant complex to functionally normal levels.

**Table 1.** Measured parameters in R191H mice and effect of 2BAct.

Parameter	R191H phenotype	Effect of 2BAct
**Physiological**		
Body weight	Reduced	Normalized
Inverted grid test	Reduced hang time	Normalized
Balance beam test	Longer crossing time, more errors	Normalized
**Histological**		
Myelin levels	Reduced	Normalized
GFAP staining	Increased	Normalized
Iba-1 staining	Increased	Normalized
ATF3 staining	Increased	Normalized
Olig2 staining	Increased	Normalized
**Molecular**		
ATF4 expression	Increased	Normalized
ISR target genes expression	Increased	Normalized
Transcriptome	Deregulated	Normalized
Proteome	Deregulated	Normalized
eIF2B complex levels	Reduced	No effect
eIF2B specific activity	Reduced	Increased

## Discussion

Introduction of a severe VWM mutation into mice led to spontaneous loss of myelin and motor deficits that reproduce key aspects of the human disease. The impaired GEF activity of mutant eIF2B underlies the observed translational upregulation of the transcription factor ATF4 and in turn, induction of a maladaptive ISR program that precedes behavioral pathology. Our data demonstrate that a subset of astrocytes possess a basal ISR in normal mice, which is further activated when eIF2B is mutated. Notably, we also detected ISR upregulation in other non-neuronal cell populations, including myelinating oligodendrocytes. Histological analysis has shown that white matter astrocytes, but not grey matter astrocytes, are dysmorphic and a subset of oligodendrocytes are characterized as foamy in VWM patients (Hata et al., 2014; Wong et al., 2000). Moreover, Bergman glia, astrocytes found in the cerebellum, and Muller glia, astrocytes found in the retina, were shown to be severely affected in patients and in VWM mouse models (Dooves et al., 2016; Dooves et al., 2018). In agreement with histology, scRNA-seq of two brain regions identified astrocyte subtypes with exacerbated ISR induction in R191H. As cells in the brain are highly interconnected, cellular and metabolic dysfunction in astrocytes could lead to malfunction in other cell types such as the myelinating oligodendrocytes. Whether ISR activation in the non-astrocytic cells is cell-autonomous or triggered by signals from astrocytes remains to be explored.

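Among the transporters, Slc3a2 (chromosome 19 from 8706882 to 8723369) had 14.5 ± 2.0 CPM in R191H and 4.94 ± 1.6 in WT at 2 months (SD, n = 3), a log2 fold-change of 1.57 (standard error 0.20, adjusted p = 0.00072 in edgeR). Slc7a11 (chromosome 3 from 49892526 to 50443614) changed by 1.31 at 2 months and by 1.55 between R191H + placebo and WT + placebo, both past the threshold. Slc7a1 changed by 0.41 at 2 months (0.22 to 0.60 in the 6 fits that left out 1 library, adjusted p = 0.940 in edgeR). Among the enzymes, the change at 2 months was 0.46 for Cbs (adjusted p = 0.140 in edgeR), 0.40 for Psph (0.542) and 0.39 for Shmt2 (0.180). Cbs passed at 5 months (0.72, adjusted p = 0.00325 in edgeR). Shmt2 passed between the placebo groups (0.45, adjusted p = 0.0338 in edgeR), a call absent in 5 of the 6 fits that left out 1 library, where the adjusted p was between 0.0666 and 0.298, the latter without R191H + placebo replicate 3. On ln TPM as deposited its change there was -0.56, near the median of all genes. Psat1 changed by 0.92 at 2 months with 14 to 36 unique reads per library (adjusted p = 0.853 in edgeR). Phgdh changed by 0.66 between the placebo groups (standard error 0.07). Asns changed by 0.36 there (0.22 to 0.46 in the 6 fits that left out 1 library, adjusted p = 0.563 in edgeR). Slc1a4, Slc1a5, Slc7a3, Cth and Plpp4 are not listed.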

Among the ATF4 targets revealed by both transcriptomics and proteomics are solute transporters (SLC1A4, SLC1A5, SLC3A2, SLC7A1, SLC7A3, SLC7A5, SLC7A11) and metabolic enzymes (ASNS, CTH, CBS, PLPP4, PHGDH, PSAT1, PSPH, SHMT2 and MTHFD2), and their upregulation is likely to disrupt cellular functions in the CNS. Interestingly, ATF4 is chronically induced in various mouse models of mitochondrial dysfunction, and mutations in human mitochondrial proteins can lead to loss of myelin or leukoencephalopathies (Carvalho, 2013; Dogan et al., 2014; Huang et al., 2013; Mendes et al., 2018; Moisoi et al., 2009; Pereira et al., 2017; Quirós et al., 2017; Taylor et al., 2014). An important question for future investigation is whether these diseases are also characterized by a chronic ISR that may be protective or maladaptive, and which cell types are susceptible to its induction.

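Eif4ebp1 (chromosome 8 from 27260329 to 27276674) has 0 unique reads in all 30 libraries of both experiments, so its level rests on reads shared between genes, and the test on unique reads gives no value for it. Its deposited ln TPM was -1.23 ± 0.14 in R191H and -4.10 ± 0.69 in WT at 2 months (SD, n = 3), -1.54 ± 0.10 and -3.88 ± 0.36 at 5 months, and -1.92 ± 0.10 and -4.19 ± 0.23 at 7 months. In the treatment experiment it was -1.72 ± 0.33 in R191H + placebo, -3.48 ± 0.45 in R191H + 2BAct, -3.43 ± 0.27 in WT + 2BAct and -4.47 ± 0.74 in WT + placebo. At each age all R191H libraries lay above all WT libraries (exact two-sided permutation test, p = 0.1, the smallest possible). Sesn2 is not listed in either table.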

The induction of *Eif4ebp1* and *Sesn2*, two negative regulators of the mTOR signaling pathway, suggests that impairment of translation in VWM may extend beyond the direct effect of crippled eIF2B activity (Budanov and Karin, 2008; Wolfson et al., 2016; Yanagiya et al., 2012). We speculate that inhibition of the eIF2 and mTOR pathways could lead to a dual brake on protein synthesis. If protein synthesis is globally reduced by chronic ISR activation in oligodendrocytes, this could directly disrupt maintenance of the myelin sheath.

The ISR signature of VWM mice is unique as it originates downstream of the canonical sensor, that is eIF2α phosphorylation by stress-responsive kinases. Thus, it provides insight into the transcriptional and proteomic changes driven by the response in vivo in the absence of exogenously applied pleiotropic stressors. In contrast to ISR induction via stress-responsive kinases, the negative feedback loop elicited by both the constitutive CREP-containing and the ISR-inducible GADD34-containing eIF2α phosphatases is not effective in attenuating the response in VWM. Therefore, it constitutes a ‘locked-on’ ISR (Figure 3C). However, the system can still respond to further stress, as seen in VWM patients wherein provoking factors (e.g. febrile infections or head trauma) exacerbate the disease and lead to poorer outcomes (Hamilton et al., 2018).

2BAct had a normalizing effect on the transcriptome, proteome, myelin content, microglial activation, body weight and motor function of R191H VWM animals. Long-term administration of 2BAct starting at ~8 weeks of age is a preventative treatment paradigm. Beginning treatment at later time points would likely result in ISR attenuation, as we predict that eIF2B activation by 2BAct is age-independent. However, the degree of pathological amelioration in a therapeutic mode would likely depend on the extent of neuronal damage and myelin perturbation in the nervous system at the start of treatment. The accrued damage in turn would depend on the severity of the eIF2B mutant allele and the time elapsed since disease onset.

The remyelination capacity of humans and mice is likely to differ significantly, thus the therapeutic value of eIF2B activators in VWM is best interrogated in the clinic. The small molecule 2BAct has cardiovascular liabilities at a minimal efficacious dose and is not suitable for human dosing. Therefore, therapeutic testing of this class of molecules awaits the generation of a suitable candidate. Nevertheless, ISRIB has shown beneficial effects in mouse models when administered either acutely or for short periods of time by intraperitoneal delivery (Chou et al., 2017; Halliday et al., 2015; Li et al., 2018; Nguyen et al., 2018; Sidrauski et al., 2013; Wang et al., 2018). The improved in vivo properties of 2BAct make it an ideal molecule to interrogate the efficacy of this mechanism of action in rodent disease models that require long-term dosing, including those characterized by chronic activation of any of the four eIF2α kinases.

We and others previously demonstrated that stabilizing the decameric complex can boost the intrinsic GEF activity of both WT and various VWM mutant eIF2B complexes (Tsai et al., 2018; Wong et al., 2018). To date, all tested VWM mutations have responded to eIF2B activators in vitro. Here, we show that increased GEF activity can compensate in vivo under conditions where a severe mutation leads to both decreased levels of eIF2B complex and reduced intrinsic activity. Furthermore, 2BAct also shut off the ISR in vivo in mice bearing an *Eif2b5*^R132H/R132H^ VWM mutation. Although it is possible to introduce artificial mutations into eIF2B that interfere with the compound binding site, no VWM mutations are known to exist in this region (Sekine et al., 2015; Tsai et al., 2018; Wong et al., 2018). Based on this, we anticipate that 2BAct-like compounds may be broadly efficacious across the range of mutations identified in the VWM patient population. Finally, our results demonstrate that eIF2B activation is a sound strategy for shutting off the ISR in vivo. This raises the possibility that various diseases exhibiting a maladaptive ISR could be responsive to this mechanism of action.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	R191H VWM mouse model	this paper		*Eif2b5*^R191H/R191H^ mutation in C57BL/6J background
Genetic reagent (*M. musculus*)	R132H VWM mouse model	this paper		*Eif2b5*^R132H/R132H^ mutation in C57BL/6J background
Chemical compound, drug	2BAct	this paper		Synthesized in-house
Cell line (*H.sapiens*)	HEK293T with ATF4-Luc reporter	PMID: 23741617		
Commercial assay or kit	Quantigene Plex 2.0 assay	Thermo Fisher Scientific		Custom gene panel
Commercial assay or kit	ONE-GLO luciferase assay system	Promega	#E6120	
Antibody	Rabbit polyclonal anti-MBP	abcam	#ab40390 (RRID:AB_11141521)	IHC 5 ug/ml; epitope retrieval with pepsin pH 2.3, 10–20 min
Antibody	Mouse anti-GFAP	Millipore	#MAB3402 (RRID:AB_94844)	IHC 1 ug/ml; epitope retrieval with citrate pH 6, 95C, 30 min
Antibody	Rabbit polyclonal anti-Iba1	Wako Chemicals	#019–19741 (RRID:AB_839504)	IHC 1 ug/ml; epitope retrieval with citrate pH 6, 95C, 30 min
Antibody	Rabbit monoclonal anti-ATF3	abcam	#ab207434 (RRID:AB_2734728)	IHC 4 ug/ml; epitope retrieval with EDTA pH 9, 95C, 30 min
Antibody	Rabbit monoclonal anti-Olig2	abcam	#ab109186 (RRID:AB_10861310)	IHC 0.3 ug/ml; epitope retrieval with EDTA pH 9, 95C, 30 min
Antibody	Rabbit monoclonal anti-ATF4	Cell Signaling Technology	#11815 (RRID:AB_2616025)	Western Blot (1:1000 dilution)
Antibody	Rabbit polyclonal anti-eIF2α	Cell Signaling Technology	#9722 (RRID:AB_2230924)	Western Blot (1:1000 dilution)
Antibody	Rabbit monoclonal anti-phospho-eIF2α	Cell Signaling Technology	#3398 (RRID:AB_2096481)	Western Blot (1:1000 dilution)
Antibody	Rabbit monoclonal anti-4EBP1	Cell Signaling Technology	#9644 (RRID:AB_2097841)	Western Blot (1:1000 dilution)
Antibody	Rabbit monoclonal anti-phospho- 4EBP1	Cell Signaling Technology	#2855 (RRID:AB_560835)	Western Blot (1:1000 dilution)
Antibody	Mouse monoclonal anti-actin	Cell Signaling Technology	#3700 (RRID:AB_2242334)	Western Blot (1:5000 dilution)
Antibody	HRP-conjugated goat anti-rabbit	Promega	#W401B	Western Blot (1:5000 dilution)
Antibody	HRP-conjugated goat anti-mouse	Promega	#W402B	Western Blot (1:5000 dilution)
Other	Luxol Fast Blue	Electron Microscopy Sciences	#26516–01	Histological stain for myelin

### Preparation of 2BAct

To a solution of 5-(difluoromethyl)pyrazine-2-carboxylic acid (20.3 g, 117 mmol) and tert-butyl (3-aminobicyclo[1.1.1]pentan-1-yl)carbamate (22.0 g, 111 mmol) in *N,N*-dimethylformamide (400 mL) at ambient temperature was added triethylamine (61.9 mL, 444 mmol). The 2-(3H-[1,2,3] triazolo[4,5-b]pyridin-3-yl)- 1,1,3,3-tetramethylisouronium hexafluorophosphate(V) (44.3 g, 117 mmol) was added portion wise over 60 min and the mixture was allowed to stir at ambient temperature for 23 hr. The mixture was quenched with saturated, aqueous NH_4_Cl (75 mL) and water (30 mL) and diluted with EtOAc (100 mL). The layers were separated and the aqueous layer was extracted with EtOAc (2 × 20 mL) and CH_2_Cl_2_ (2 × 30 mL). The combined organic extracts were dried over anhydrous Na_2_SO_4_, filtered, concentrated under reduced pressure. The residue was crystallized from EtOH (Et_2_O wash) to give some solid product. The mother liquor was concentrated under reduced pressure and purified via column chromatography (SiO_2_, 75% EtOAc/heptanes) to give additional solids. All solids were combined to give tert-butyl (3-(5-(difluoromethyl)pyrazine-2-carboxamido)bicyclo[1.1.1] pentan-1-yl)carbamate (38 g, 107 mmol, 97% yield).

To a solution of tert-butyl (3-(5-(difluoromethyl)pyrazine-2-carboxamido)bicyclo[1.1.1]pentan-1-yl)carbamate (38.0 g, 107 mmol) in CH_2_Cl_2_ (350 mL) at 0°C was added trifluoroacetic acid (132 mL, 1720 mmol) dropwise over 1 hr. This mixture was allowed to warm to ambient temperature and was stirred for 2 hr then was concentrated under reduced pressure and azeotroped with toluene to give N-(3-aminobicyclo[1.1.1]pentan-1-yl) −5-(difluoromethyl)pyrazine-2-carboxamide, trifluoroacetic acid (40.0 g, 109 mmol, quantitative yield).

To a solution of N-(3-aminobicyclo[1.1.1]pentan-1-yl)−5-(difluoromethyl) pyrazine-2-carboxamide, trifluoroacetic acid (39.4 g, 107 mmol) and 2-(4-chloro-3-fluorophenoxy)acetic acid (24.1 g, 118 mmol) in *N,N*-dimethylformamide (400 mL) was added triethylamine (59.7 mL, 428 mmol). The mixture was cooled to 0°C then 2-(3H-[1,2,3] triazolo[4,5-b]pyridin-3-yl)−1,1,3,3-tetramethylisouroniumhexafluorophosphate (V) (HATU, 44.8 g, 118 mmol) was added portionwise over 30 min and the mixture was allowed to stir at ambient temperature for 16 hr. The mixture was quenched with saturated, aqueous NH_4_Cl (100 mL) and water (50 mL) and diluted with EtOAc (200 mL). The layers were separated and the aqueous layer was extracted with EtOAc (2 × 50 mL) and CH_2_Cl_2_ (2 × 50 mL). The combined organic extracts were dried over anhydrous Na_2_SO_4_, filtered and concentrated under reduced pressure. The solids were crystallized from EtOAc/heptanes to give some product. The mother liquor was concentrated under reduced pressure and purified via column chromatography (SiO_2_, 75% EtOAc/heptanes) to give additional solids. All solids were combined and recrystallized again using charcoal to remove color (material in boiling EtOAc and hot filtered) to give product which was dried under vacuum at 45°C for 2 days to give 2BAct (39 g, 88 mmol, 83% yield) as a white solid.

### 2BAct microsuspension preparation

An aqueous suspension of 2BAct was prepared by suspending the drug in 0.5% hydroxypropyl methylcellulose (HPMC; Hypromellose 2910, 4000 mPa.s; Spectrum Chemical Manufacturing Corp, NJ) in water. The suspending vehicle was first prepared by adding 5 g of HPMC to 500 mL of miliQ water heated to 60°C. This mixture was allowed to stir until all of HPMC was dispersed. This solution was then transferred to a volumetric flask with two additional rinses of the original container. Sufficient quantity of water was then added to prepare 1 L of vehicle and allowed to stir overnight to obtain a clear suspension. The vehicle was kept refrigerated and allowed to come to room temperature before each use. Fresh vehicle was prepared every month. For preparation of the aqueous suspension of 2BAct, the compound was weighed into an appropriately sized mortar and levigated with a pestle using a small amount of the vehicle. This was then collected into an appropriately sized glass vial, previously marked with a q.s. line. The mortar was rinsed five times, adding each rinse into the glass vial. Additional vehicle was added to the glass vial until q.s. line was reached and entire suspension mixed by vortexing for 10 s.

### 2BAct pharmacokinetics

Six- to eight-week-old CD1 male mice were dosed with 2BAct at 1 mg/kg or 30 mg/kg orally at a dosing volume of 10 mL/kg. For dosing, 2BAct was micronized and suspended in 0.5% hydroxypropyl methylcellulose (HPMC) (see *Microsuspension preparation* above). Blood was drawn into EDTA charged capillary tubes via the tail vein at the following timepoints: 0.25, 0.5, 1, 3, 6, 9, 12 and 24 hr (N = 3 measurements per timepoint, mice bled at each timepoint, and combined in pairs for extraction). Blood was centrifuged at 3000 rpm and plasma harvested. Plasma samples and standards were extracted by protein precipitation with acetonitrile containing internal standards. The supernatant was diluted with 0.1% formic acid in water before injection into an HPLC-MS/MS system for separation and quantitation. The analytes were separated from matrix components using reverse phase chromatography (30 × 2.1 mm, 5 µm Fortis Pace C18) using gradient elution at a flow rate of 0.8 mL/min. The tandem mass spectrometry analysis was carried out on SCIEX triple quadrupole mass spectrometer with an electrospray ionization interface, in positive ion mode. Data acquisition and evaluation were performed using Analyst software (SCIEX).

### Preparation of 2BAct in diet

2BAct was administered orally by providing mice with the compound incorporated in rodent meal (2014, Teklad Global 14% Protein Rodent Maintenance Diet; Envigo, WI). For this, the compound was weighed, added to a mortar with small amount of powdered meal, and ground with a pestle until homogenous. This was further mixed with additional powdered meal in HDPE bottles by either geometric mixing with hand agitation or using a Turbula mixer (Glen Mills Inc., NJ) set at 48 rpm for 15 min or contract manufactured at Envigo to achieve a 2BAct concentration of 300 ppm (300 µg 2BAct/g of meal). Teklad 2014 without added compound was offered as the placebo diet.

### Generation of mouse models

The *Eif2b5*^R191H/R191H^ knock-in mutant mouse model was generated in the background strain C57BL/6J as a service by genOway (Lyon, France). Briefly, a targeting vector was designed against the *Eif2b5* locus to simultaneously insert: (1) a Flp-excisable neomycin resistance cassette between exons 2 and 3; (2) a CGC - > CAC codon substitution in exon 4 (changing residue Arg191 to His); (3) loxP sites flanking exons 3 and 7 (Figure 1—figure supplement 2). Successful homologous recombination in ES cells was verified by PCR and Southern Blotting. Chimeras were generated by blastocyst injection, which were then mated to WT C57BL/6J mice to identify F1 heterozygous *Eif2b5*^+/R191H;FRT-neo (flox)^ progeny. The neomycin resistance cassette was removed by mating of heterozygous mice to Flp deleter mice. The resulting *Eif2b5*^+/R191H (flox)^ mice were used as colony founders. Experiments were performed using homozygous mutant mice and their WT littermates as controls. The *Eif2b5*^R132H/R132H^ mouse model was generated in a similar manner.

### Mouse embryonic fibroblast isolation

Pregnant female C57BL/6J mice (WT and *Eif2b5*^R191H (flox)/R191H (flox)^) were sacrificed 13 days after discovery of a post-mating plug. Embryos were dissected out of the uterine horn and separated for individual processing. The head and blood-containing organs of each embryo were removed. The remaining tissue was finely minced with a razor blade and triturated using a pipet. Cells were dissociated with 0.25% trypsin-EDTA for 30 min at 37°C. Dissociated cells were washed once in DMEM +10% FBS+1X antibiotic-antimycotic solution, then plated onto 10 cm dishes in fresh medium. Cells were expanded for two passages before freezing for storage. Cells from each embryo were treated as separate, independent lines.

### Western blots

Cerebellum lysates were prepared in RIPA buffer (Sigma #R0278)+protease/phosphatase inhibitors (Pierce #A32959). Tissues were lysed in a Qiagen TissueLyser II for 2 × 2 min intervals at 30 Hz. Lysates were incubated on ice for ten minutes and centrifuged (21,000 x g, 10 min, 4°C) to remove cellular debris. Protein concentrations were determined using a Pierce BCA assay (Thermo #23227) and adjusted to 2 mg/mL using RIPA buffer. Lysates were aliquoted, flash-frozen and stored at −80°C. For western blots, samples were run on Mini-PROTEAN TGX 4–20% gradient gels (Bio-Rad #4561096) and transferred using Trans-Blot Turbo Mini-PVDF Transfer packs (Bio-Rad #1704156) on a Trans-Blot Turbo apparatus. Membranes were blocked with 5% milk in TBS-T and incubated overnight with primary antibody in the same blocking buffer at 4°C. After three washes of 15 min each in TBS-T, HRP-conjugated secondary antibodies were applied for 1 hr. Membranes were washed in TBS-T as before. Advansta WesternBright chemiluminescent substrate was applied to the membranes and images were obtained on a Bio-Rad ChemiDoc MP imaging system in signal accumulation mode.

### ATF4-luciferase reporter assay

The experiment was performed as previously described (Wong et al., 2018). Briefly, HEK293T cells expressing an ATF4-luciferase reporter (Sidrauski et al., 2013) were seeded into 96-well plates and treated with 100 nM thapsigargin for 7 hr to induce ER stress. Cells were co-treated with 2BAct or ISRIB in dose response. Luminescence was measured using ONE-Glo Luciferase assay reagent (Promega) and a Molecular Devices SpectraMax i3x plate reader. Data were analyzed in Prism (GraphPad Software).

### GEF assay

The experiment was performed as previously described (Wong et al., 2018). Briefly, Bodipy-FL-GDP-loaded eIF2 was used as a substrate for lysates generated from WT and R191H MEFs. The assay was performed in 384-well plates. In a final assay volume of 10 µL/well, the following conditions were kept constant: 25 nM Bodipy-FL-GDP-loaded eIF2, 3 nM phospho-eIF2, 0.1 mM GDP, 1 mg/mL BSA, 0.1 mg/mL MEF lysate. 2BAct was dispensed from a 1 mM stock. For each run, triplicate measurements were made for each concentration of 2BAct. Reactions were read on a SpectraMax i3x plate reader using the following instrument parameters: plate temperature = 25°C; excitation wavelength = 485 nm (15 nm width); emission wavelength = 535 nm (25 nm width); read duration = 30 mins at 45 s intervals. Data were analyzed in Prism. GDP release half-lives were calculated by fitting single-exponential decay curves. EC50s were calculated by fitting log(inhibitor) vs response curves.

### Animal care

Mice were allowed to habituate to our facilities for at least 1 week prior to the start of experiments. Mice were housed on a 12-hr light/dark cycle (lights on at 6:00, lights off at 18:00) in a temperature- and humidity-controlled environment (22 ± 1°C, 60–70% humidity). Experimental procedures took place during the illuminated phase of the cycle. Male mice were individually housed due to aggression. Female mice were housed as shipped from the vendor in groups of 1–3 animals/cage. Animals had free access to food and water. AbbVie is committed to the internationally accepted standard of the 3Rs (Reduction, Refinement, Replacement) and adhering to the highest standards of animal welfare in the company’s research and development programs. Animal studies were approved by AbbVie’s Institutional Animal Care and Use Committee or Ethics Committee. Animal studies were conducted in an AAALAC-accredited program where veterinary care and oversight was provided to ensure appropriate animal care.

Body weights were measured weekly for mice throughout the study. For experiments, mice were pseudo-randomly balanced between treatment groups by date of birth. Analysis of groups was performed in a blinded fashion. Due to the number of animals required for the 2BAct treatment study, mice were binned into age cohorts spanning 5 weeks each. Power analysis was not done prior to beginning the study as experiments were animal-limited. Post-hoc analysis demonstrated that the sample sizes used were sufficient to detect an effect size of 1.1 at 90% power and alpha = 0.05 (two-sided t-test).

### Beam walking

A 100 cm long x 2.5 cm diameter PVC pipe, suspended 30 cm above a padded landing area, was used as the balance beam. A length of 80 cm was marked on the pipe as the distance the animals were required to cross. The pipe was placed in a dimly lit room, with a spotlight suspended above the starting end to serve as the aversive condition. A darkened enclosure with bedding was placed at the opposite end to promote a more agreeable condition. A video camera was set above the starting end to record foot slips as the animal progressed across the pipe.

Animals were habituated to the experimental room for at least one hour prior to testing. To begin an experiment, each subject was placed on the starting end of the beam and allowed a cutoff time of 30 s to cross. Elapsed time was only recorded while the subject actively moved towards the finish line; if it turned around or stopped to groom, the timer was paused. If a fall occurred, the subject was restarted at the beginning of the beam. Each subject was given three attempts to complete the balance beam. If a subject failed all three attempts, it was assigned a time of 30 s and a value of 3 falls. The number of foot slips was quantified from the video recording only if the animal completed the task. The balance beam was cleaned and dried between each subject. Due to the non-normal distribution of the data, they were analyzed using a Mann-Whitney (non-parametric) test in Prism. Reported p-values are adjusted for multiple comparisons by the Bonferroni method.

### Inverted grid

Animals were habituated to the experimental room for 30–60 mins prior to testing. A grid screen measuring 20 cm x 25 cm with a mesh density of 9 squares/cm^2^ was elevated 45 cm above a cage with bedding. Each subject was placed head oriented downward in the middle of the grid screen. When it was determined that the subject had proper grip on the screen, it was inverted 180°. The hang time (duration a subject held on to the screen without falling) was recorded, up to a cutoff time of 60 s. Any subject that was able to climb onto the top of the screen was assigned a time of 60 s. The grid was cleaned and dried between trial days. Due to the non-normal distribution of the data, they were analyzed using a Mann-Whitney (non-parametric) test in Prism. Reported p-values are adjusted for multiple comparisons by the Bonferroni method.

### Immunohistochemistry

Mice were deeply anesthetized with CO_2_ and rapidly fixed by transcardiac perfusion with normal saline followed by 10% formalin. Brains and spinal cords were excised and allowed to post-fix in formalin for an additional 2 hr. Samples were processed for paraffin embedding, sectioned at 6 µm, and mounted on adhesive-coated slides. Immunohistochemical staining was carried out using the antibodies described in the Key Resources Table and species-appropriate polymer detection systems (ImmPRESS HRP, Vector Laboratories), and developed with 3,3'-Diaminobenzidine (DAB) followed by hematoxylin counterstaining. For GFAP, DAB development was enhanced with nickel. Myelin staining by Luxol Fast Blue was carried out by the Klüver-Barrera method (Kluver and Barrera, 1953). Sections were dehydrated through successive ethanol solutions, cleared in xylene, and coverslipped using xylene-based mounting media.

To examine histopathological endpoints in the brain, sections from two coronal levels of the corpus callosum were examined beginning at approximately Bregma + 0.7 and+1.0 mm. For the spinal cord, coronal sections from cervical and thoracic levels were examined. Image capture and analysis was achieved using either a 3DHISTECH Pannoramic 250 Digital Slide Scanner (20X, Thermo Fisher Scientific) and HALO image analysis software (version 2.1.1637.26, Indica Labs), or a BX-51 microscope fitted with a DP80 camera (10X) and cellSens image analysis software (Olympus). The same parameters for microscopy and image analysis were uniformly applied to all images for each endpoint. For the spinal cord, the mean area fraction from a single section from both the cervical and thoracic levels served as the value for each subject to normalize to the different size of the anatomical levels. For the corpus callosum, the mean area of positive staining from a single section at each coronal level served as the value for each subject. Data were analyzed by one-way (for single time point experiments) or two-way ANOVA (for multiple time point experiments). Reported p-values are adjusted for multiple comparisons by the Holm-Sidak method.

### RNA isolation

Total RNA was isolated from ~20 mg pieces of each frozen tissue, with a minimum of one extraction performed from each sample. All steps were performed on dry ice prior to the addition of 350 µL of RTL Buffer + 40 µM DTT. Samples were homogenized at 4°C using a Qiagen TissueLyser II (Retsch, Castleford, UK) for 2 × 2 min intervals at 30 Hz with the addition of one 5 mm stainless steel bead (Qiagen catalog # 69965). This was followed by incubation in a Vortemp 56 (Labnet International, Edison, NJ) at 65°C with shaking (300 rpm). The samples were then centrifuged at 15,000 x g for 5 min. RNA extraction was performed using the RNeasy Mini kit (Qiagen, Germany) according to manufacturer’s instructions, eluting in 30 µL nuclease-free H_2_O. RNA concentration and purity were determined spectrophotometrically.

### QuantiGene plex 2.0 assay

To measure multiplexed transcript expression levels, we designed a custom QuantiGene Plex Panel (Flagella et al., 2006) (Thermo Fisher Scientific, Waltham, MA). Either purified RNA or crude lysates (~15–20 mg of frozen tissue, homogenized using the QuantiGene 2.0 Sample Processing Kit) were used since comparable results were achieved in a head-to-head comparison with a set of samples (data not shown). RNA or tissue homogenates were then subjected to the QuantiGene assay following manufacturer’s instructions. Briefly, this involved: (1) capturing target RNAs to corresponding genes on specified beads through an overnight hybridization; (2) a second hybridization to capture the biotinylated label probes for signal amplification; and (3) a final hybridization to capture the SAPE reagent, which emits a fluorescent signal from each bead set. Signal intensities for each bead set, proportional to the number of captured target RNA molecules, were read on a Luminex Flexmap 3D (Luminex, Northbrook, IL). To control for differences in total RNA input between reactions, background-subtracted output data were normalized to the mean of two housekeeping genes, RPL13A and RPL19. The final data are presented as fold-change for each gene relative to the mean of the corresponding WT samples. Data were analyzed in Prism. Student’s t-test was performed for the panel of genes comparing R191H to WT for each time point and brain region. Reported p-values are adjusted for multiple comparisons by the Holm-Sidak method.

### RNA-seq library preparation and sequencing

RNA-seq libraries were prepared using purified RNA isolated as described above. RNA quality and concentration were assayed using a Fragment Analyzer instrument. RNA-seq libraries were prepared using the TruSeq Stranded Total RNA kit paired with the Ribo-Zero rRNA removal kit (Illumina, San Diego, CA). Libraries were sequenced on an Illumina HiSeq 4000 instrument. For the experiment comparing different ages, N = 3 males/genotype/time point. For the 4-week 2BAct treatment experiment, N = 3 females/condition.

### RNA-seq data analysis

RNA-seq library mapping and estimation of expression levels were computed as follows. Reads were mapped with STAR aligner (Dobin et al., 2013), version 2.5.3a, to the mm10 reference mouse genome and the Gencode vM12 primary assembly annotation (Mudge and Harrow, 2015), to which non-redundant UCSC transcripts were added, using the two-round read-mapping approach. This means that following a first read-mapping round of each library, the splice-junction coordinates reported by STAR, across all libraries, are fed as input to the second round of read mapping. The parameters used in both read-mapping rounds are: outSAMprimaryFlag =‘AllBestScore’, outFilterMultimapNmax =‘10’, outFilterMismatchNoverLmax =‘0.05’, outFilterIntronMotifs =‘RemoveNoncanonical’. Following read-mapping, transcript and gene expression levels were estimated using MMSEQ (Turro et al., 2011). Transcripts and genes which were minimally distinguishable according to the read data were collapsed using the mmcollapse utility of MMDIFF (Turro et al., 2014), and the Fragments Per Kilobase Million (FPKM) expression units were converted to Transcript Per Million (TPM) units.

In order to test for differential expression between the R191H and WT samples, for each of the three time points, we used MMDIFF with a design matrix corresponding to two groups without extraneous variables. In order to test whether R191H relative to the WT fold-change varied between each of the two consecutive time points (i.e., 5 months vs. 2 months, and 7 months vs. 5 months), we used MMDIFF with the following design matrix testing whether the fold-change between groups A and B (e.g: R191H and WT at 5 months) is different from the fold-change between groups C and D (e.g: R191H and WT at 2 months): # M 0, 0, 0, 0, 0, 0; # C 0 0, 0 0, 0 0, 0 1, 0 1, 0 1; # P0 1; # P1 1 0 0, 0 1 0, 0 0 1. Genes were ranked in descending order according to the Bayes factor and the posterior probability, reported by MMDIFF.

Singular value decomposition analyses were carried out using R’s SVD function. The right singular vectors of the decomposition, referred to as eigengenes, are used to capture the canonical gene expression patters in the data set (Alter et al., 2000). We applied a threshold on the absolute gene loading values defined as two-fold the mean of all absolute values. For GO-term enrichment, analyses were carried out using the online tool at geneontology.org (Ashburner et al., 2000; The Gene Ontology Consortium, 2017). Samples were clustered using the heatmap.2 function from the gplots package (R Core Team, 2018; Warnes et al., 2005).

### Preparation of samples for scRNA-seq

Forebrain and cerebellum were dissected from 2-month-old female mice. Tissues were dissociated by incubation in 2 mg/mL papain solution (BrainBits, Springfield, IL) for 30 min at 37°C with agitation, followed by trituration. To remove large debris, suspensions were successively passed through 100 μm and 40 μm strainers. Cells were pelleted by centrifugation at 280 x g, and pellets were subjected to the Miltenyi Debris Removal protocol with Debris Removal solution according to manufacturer’s instructions (Miltenyi Biotec, Bergisch Gladbach, Germany). Following this, cells were re-filtered through a 40 μm Flowmi cell strainer (Belart, Wayne, NJ).

Single cell RNA-seq libraries were created using the Chromium Single Cell 3′ Library and Gel Bead Kit v2 and associated consumables (10X Genomics, Pleasanton, CA).~7000 cells per sample were loaded onto the Chromium microfluidic chip for an expected recovery of 4000 cells per sample. Manufacturer’s instructions were followed for library preparation, and cDNAs were amplified for 12 cycles. Samples were sequenced on an Illumina HiSeq 4000.

### scRNA-seq data analysis

scRNA-seq fastq files were demultiplexed to their respective barcodes using the 10X Genomics Cell Ranger mkfastq utility. Unique Molecular Identifier (UMI) counts were generated for each barcode using the Cell Ranger count utility, with the mm10 reference mouse genome used for mapping reads. For each sample, barcodes that were not likely to represent captured cells were filtered out by detecting the first local minimum above two in a distribution of log_10_(UMIs).

To identify cell clusters, the four samples were concatenated and we defined genes with variable expression dispersion using Seurat (Butler et al., 2018), which resulted in 2622 genes. PCA was performed on these genes using the rsvd R package to reduce the dimensionality of the data, retaining the 50 PCs explaining the highest amount of variation. We then used Seurat’s methodology to build a Shared Nearest Neighbor (SNN) graph of these cell-embedding data, first generating a K-Nearest Neighbor (KNN) graph using K = min(750,#cells-1) and a Jaccard distance cutoff of 1/15. The SNN graph was then used as input to the Louvain algorithm, implemented in the ModularityOptimizer software (Waltman and van Eck, 2013). Since this implementation uses a resolution parameter that strongly affects the number of clusters, we searched the 0.05–1.225 range of this parameter, using the mean unifiability isolability clustering metric as our maximization parameter. This process was initially done on all cells in our data, and subsequently repeated for each cluster individually, in an iterative manner where convergence was defined as not being able to break down a cluster into sub-clusters. This resulted in 10 and 13 clusters in the cerebellum and forebrain, respectively.

In order to obtain gene markers for each cluster, we ran a differential expression test implemented in Seurat (using a likelihood ratio test between a model that assumes that a gene’s expression values of two compared clusters values were sampled from two distributions, versus a null model which assumes they were sampled from a single distribution). A marker gene of a given cluster was defined as a gene which was found to be significantly overexpressed (adjusted p-value<0.05) in that cluster compared to all other clusters.

In order to assign cell identities to our identified clusters, we utilized published bulk RNA-seq gene expression data obtained by cell sorting of major brain cell types (Koirala and Corfas, 2010; Zhang et al., 2014). For each gene that is a cell-type marker in the list compiled from the published data and is expressed in a cluster, we computed its mean expression level across all cells of the cluster and multiplied it by the fraction of cells it was captured in. We then summed these gene scores across all markers of the cell type that are expressed in the cluster of interest and divide that sum by the number of markers of that cell type to account for possible ascertainment biases (as some cell types may have many more markers than others). Finally, we scaled the cell-type scores of each cluster to sum up to one and hence reflect probabilities. Whenever a probability was higher than 0.5, we assigned the identity of that cluster to be of the high probability cell type.

In order to detect whether ISR activation is cell-type-specific in the WT samples, for each gene in each cluster we performed a differential expression analysis between that cluster and all other clusters as described above. Since the clustering analysis using both WT and R191H samples (described above) found that transcriptionally defined clusters are not influenced by genotype, we used these cluster assignments for the WT, as independent clustering of the WT data alone was not powered enough to obtain the same clustering as when performed on both genotypes. Subsequently, for each cluster we performed a Gene Set Enrichment Analysis (GSEA), using the fgsea R package, with our ISR gene lists – one derived from the CLIC analysis (Li et al., 2017) and a manually curated list of ATF4 targets (Supplementary file 1D), as the gene sets. In order to detect whether ISR activation is cell type-specific between WT and R191H, for each cluster in the combined WT and R191H data, for each gene in each cluster we performed a differential expression analysis contrasting the cells that correspond to the two genotypes. We subsequently performed the ISR GSEA for each cluster.

### Proteomics

Frozen brain samples were lysed with 0.9 mL 50 mM HEPES, 75 mM NaCl, 3% SDS, pH 8.5 + protease/phosphatase inhibitors and homogenized using a Qiagen TissueLyser II for 8 cycles at 20 Hz. Samples were then sonicated for 5 min. Lysates were centrifuged (16,000 x g, 5 min) to remove cellular debris. Proteins were reduced with 5 mM dithiothreitol (56°C, 30 min) and alkylated with 15 mM iodoacetamide (room temperature, 30 min). Excess iodoacetamide was quenched with 5 mM dithiothreitol (room temperature, 30 min). Proteins were precipitated by sequential addition of 4 volumes methanol, 1 vol chloroform and three volumes water, with vigorous vortexing in between. Protein pellets were washed with methanol, air-dried, and resuspended in 50 mM HEPES, 8 M urea, pH 8.5. The samples were then diluted to 4 M urea and digested with Lys-C protease (25°C, 15 hr; WAKO Chemicals, Richmond, VA). The urea concentration was then diluted to 1 M and the samples were digested with trypsin (37°C, 6 hr; Promega, Madison, WI).

After protein digestion, samples were acidified with 10% trifluoroacetic acid and desalted using C18 solid-phase extraction columns (SepPak). Samples were eluted with 40% acetonitrile/0.5% acetic acid followed by 80% acetonitrile/0.5% acetic acid, and dried overnight under vacuum at 30°C. Peptide concentrations were measured using a Pierce BCA assay, split into 50 µg aliquots, and dried under vacuum.

Dried peptides were resuspended in 50 µL 200 mM HEPES/30% anhydrous acetonitrile. 5 mg TMT reagents (Thermo Fisher Scientific) were dissolved in 250 µL anhydrous acetonitrile, of which 10 µL was added to peptides. TMT reagent 131 was reserved for the ‘bridge’ sample and the other TMT reagents (126, 127 c, 127 n, 128 c, 128 n, 129 c, 129 n, 130 c and 130 n) were used to label the individual samples. Following incubation at room temperature for 1 hr, the reaction was quenched with 200 mM HEPES/5% hydroxylamine to a final concentration of 0.3% (v/v). TMT-labeled amples were acidified with 50 µL 1% trifluoroacetic acid and pooled into 11-plex TMT samples at equal ratios, desalted with SepPak, and dried under vacuum.

Pooled TMT-labeled peptides were fractionated using high pH RP-HPLC. Samples were resuspended in 5% formic acid/5% acetonitrile and fractionated over a ZORBAX extended C18 column (Agilent, 4.6 mm ID x 250 mm length, 5 µm particles). Peptides were separated on a 75 min linear gradient from 5% to 35% acetonitrile in 10 mM ammonium bicarbonate at a flow rate of 0.5 mL/min on an Agilent 1260 Infinity pump (Agilent Technologies, Waldbronn, Germany). The samples were fractionated into a total of 96 fractions, and then consolidated into 12 as described previously (Edwards and Haas, 2016). Samples were dried under vacuum and reconstituted in 5% formic acid/4% acetonitrile for LC-MS/MS processing.

Peptides were analyzed on an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific) coupled to an Easy-nLC (Thermo Fisher Scientific). Peptides were separated on a microcapillary column (100 µm ID x 25 cm length, filled in-house with Maccel C18 AQ resin, 1.8 µm, 120 A; Sepax Technologies). The total LC-MS run length for each sample was 180 min comprising a 165 min gradient from 6–30% acetonitrile in 0.125% formic acid. The flow rate was 300 nL/min and the column was heated to 60°C. Data-dependent acquisition mode was used for mass spectrometry data collection. A high resolution MS1 scan in the Orbitrap (m/z range = 500–1200, resolution = 60,000; AGC = 5×10^5^; max injection time = 100 ms; RF for S-lens = 30) was collected, from which the top 10 precursors were selected for MS2 analysis followed by MS3 analysis. For MS2 spectra, ions were isolated using a 0.5 m/z window using the mass filter. The MS2 scan was performed in the quadrupole ion trap (CID, AGC = 1×10^4^, normalized collision energy = 30%, max injection time = 35 ms) and the MS3 scan was analyzed in the Orbitrap (HCD, resolution = 60,000; max AGC = 5×10^4^; max injection time = 250 ms; normalized collision energy = 50). For TMT reporter ion quantification, up to six fragment ions from each MS2 spectrum were selected for MS3 analysis using synchronous precursor selection.

### Proteomics data analysis

Mass spectrometry data were processed using an in-house software pipeline as previously described (Huttlin et al., 2010). Briefly, raw files were converted to mzXML files and searched against a composite mouse Uniprot database (downloaded on 9 May 2017) containing sequences in forward and reverse orientations using the Sequest algorithm. Database searching matched MS/MS spectra with fully tryptic peptides from this composite dataset with a precursor ion tolerance of 20 ppm and a product ion tolerance of 0.6 Da. Carbamidomethylation of cysteine residues (+57.02146 Da) and TMT tags of peptide N-termini (+229.162932 Da) were set as static modifications. Oxidation of methionines (+15.99492 Da) was set as a variable modification. Linear discriminant analysis was used to filter peptide spectral matches to a 1% FDR (false discovery rate). Non-unique peptides that matched to multiple proteins were assigned to proteins that contained the largest number of matched redundant peptides sequences.

Quantification of TMT reporter ion intensities was performed by extracting the most intense ion within a 0.003 m/z window at the predicted m/z value for each reporter ion. TMT spectra were used for quantification when the sum of the signal-to-noise for all the reporter ions was greater than 200 and the isolation specificity was greater than 0.75 (Ting et al., 2011).

Peptide-level data from each 11-plex was column-normalized to have equivalent geometric means and protein level estimates were obtained by fitting a previously described compositional Bayesian model (O'Brien et al., 2018). For each protein, log_2_ fold-changes are estimated as the posterior means from the model. Variances and 95% credible intervals from the posterior distributions are also reported.

How the deposited data were processed for this re-analysis (not part of the article)

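RNA-seq of cerebellum was analysed in 2 experiments. In the first, 3 WT and 3 R191H male mice were sequenced at each of 2, 5 and 7 months. In the second, 3 female mice were sequenced in each of the groups WT + placebo, WT + 2BAct, R191H + placebo and R191H + 2BAct. The sample labels give the age of the female mice as 2 months and the treatment as 1 month, and call the placebo diet vehicle, while the paper gives 2.5 months and 4 weeks. The 2 experiments come in separate tables that the authors made separately, and each comparison was tested within 1 table.

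The authors made the libraries from total RNA after removal of ribosomal RNA, mapped the reads in 2 rounds with STAR and estimated expression with MMSEQ. Genes that the reads could not tell apart were collapsed with mmcollapse. The authors deposited the count of reads that MMSEQ assigned to each gene alone (unique reads), without normalization. Most of these counts are even (81.9% to 87.3% in male and 86.8% to 88.2% in female libraries), so the 2 reads of a pair are mostly counted separately. They also deposited abundances of each library as the natural log of TPM (ln TPM). In these, a gene under the authors' abundance threshold in a group is set to a constant in all 3 libraries of that group: -1 at 2 months, -2 at 5 and 7 months and -1.2 in the treatment experiment. The authors' deposited table of MMDIFF comparisons gives an effect in natural log units, a posterior probability and a Bayes factor, which is a ratio. These were read only to set them beside the calls made here. The mean and SD of ln TPM per group are also the authors' values. The tables list 9969 genes for the male and 10512 for the female mice, and genes outside them were not analysed here.

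The test of the genes was edgeR's quasi-likelihood test on the unique reads (edgeR 4.0.16 in R 4.3.3), with TMM normalization and the genes kept by filterByExpr at a minimum count of 10 and a minimum total count of 15. Each fit held only the groups compared, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. The written design, the gene lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. That design named limma with a mean-variance trend on centred ln TPM. That test was replaced after the files were seen, because groups set to a constant have an SD of 0, and is reported among the alternatives. The comparison of R191H + 2BAct with WT + 2BAct was also added after the files were seen. A difference in the R191H effect between ages or diets was tested as an interaction over 12 libraries. Fold-changes are on the log2 scale, and CPM are counts divided by the TMM-normalized library size, with a prior count of 2 where a log2 was taken. The decomposition of the 2-month libraries used R's svd function on ln TPM of the genes above the floor in at least 3 of the libraries. Each library was first centred on the median of its deviations from the gene means, and each gene on its mean. Genes with an absolute loading over 2 times the mean were counted, as in the paper, and the 50 with the largest absolute loading were followed in the other libraries. Clustering used Euclidean distances and complete linkage.

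Lists of genes were tested with limma's camera (limma 3.58.1) at an inter-gene correlation of 0.01, and again with fry and with camera at an estimated correlation. P-values of lists were adjusted over the lists tested in the same comparison, with the lists from the paper as 1 family and the marker lists with the Eif2b subunits as another. Means over a list per library were compared by an exact two-sided permutation test, whose smallest p with 3 against 3 libraries is 0.1. From the paper came the targeted ISR panel, the UPR genes, the amino acid and tRNA genes, the myelination genes, the sterol genes, the CLIC signature and the curated ISR list. Markers of choroid plexus, red blood cells, oligodendrocytes, oligodendrocyte precursors, astrocytes and Bergmann glia, microglia, granule cells, Purkinje cells and endothelium, the Eif2b subunit transcripts and the sex genes were listed by hand.

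Genes are named by a rule, which covers the transcripts of the targeted ISR panel, the Eif2b subunits, the genes labelled in Figure 4D and in its first supplement and the genes that the results and discussion name. It adds, in each comparison, the 5 largest rises and the 5 largest falls among genes past the threshold whose groups do not overlap, and Xist and the Y-linked genes as a check of sex. Genes outside the rule are said to be chosen after their values were seen. The names of genes behind some counts of 5 or fewer are not reported here.

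Unique reads per library ranged from 13919488 to 31543554 in the male and from 12873718 to 18619411 in the female libraries. Reads without molecular identifiers are not independent molecules, so the precision of each value was taken from the spread between mice. Replicates differed by more than counting error, with a chi-square per degree of freedom between 2.41 and 80.7 over the 30 pairs of libraries of the same group, so none is a copy of another in its group.

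The steps were tested on simulated data with 200 changed genes among 9450 for the 2-month design, of which edgeR recovered 94% with 5.53% false calls and DESeq2 93% with 7.46%. Among 10019 genes for the placebo design edgeR recovered 94% with 3.59% false calls, and DESeq2 93.5% with 4.59%. Among 9711 genes in an interaction edgeR recovered 81% of the changed genes with 4.71% false calls, and DESeq2 85.5% with 12.3%. With no gene changed, edgeR made 0 calls in the 2-month simulation, 1 call in the placebo simulation and 0 in the interaction simulation. Among 200 unchanged lists, 3.5% with camera and 6% with fry had a p under 0.05. These lists were drawn at random from genes simulated independently, so the shares do not cover lists of co-regulated genes. In the real libraries of 2 and 5 months, 41 of 100 drawn splits gave the UPR genes a camera p at or below the real 0.0443. Of the 81 that keep the genotypes in neither age, 36 did. Changes were planted only in genes above a minimum of reads and were larger than the means of most lists here.

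The first set of alternatives was values as deposited, quantile normalization, a pseudocount of 1 or 0.1 TPM, no filter, a mean of at least 1 TPM, all groups in 1 fit, the replicate number as a block, limma without a trend, each library left out in turn, fry, camera with an estimated correlation, and other choices in the decomposition and clustering. Added after the data were seen were limma on ln TPM in its written form and without genes at the floor, DESeq2 (1.42.0), library totals in place of TMM, reads divided by 2, at least 10 reads in every library, removal of mitochondrial, 7SK, 7SL and ribosomal RNA genes, log2 CPM in the decomposition and clustering, and protein-coding genes with values as deposited. The random seed was 20190107.

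The mutation itself was not read, since the tables hold no sequence. GO-term enrichment was not rerun, and the paper's lists were used in its place. Experiments other than the cerebellum RNA-seq were not analysed here.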

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

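Of the tests in this part, those of the spread of Rn18s-rs5, of the splits that keep the genotypes in neither age or diet and of the spread within the red blood cell markers and within the markers of astrocytes and Bergmann glia were chosen only after the result was seen.

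The R191H effect differed between 5 and 2 months for 1 of 9746 genes, and R191H + 2BAct differed from WT + 2BAct for 1 of 10049 genes, a comparison that is also in the authors' deposited table. Both stand here because a difference between groups passed the threshold, and both genes are the ribosomal RNA Rn18s-rs5. Its log2 fold-changes were 1.20 (standard error 0.18, adjusted p = 0.0343 in edgeR) and -0.66 (adjusted p = 0.00268 in edgeR). At an unadjusted p under 0.05 there were 650 and 492 genes. Between the 2BAct groups 3 of the 10 splits of the 6 libraries gave as many genes, with up to 19 in another split, and with 10 splits no share can be under 0.1. From 2 to 5 months 7 of 100 splits gave as many genes, drawn from the 200 that permute the genotype within each age. Of the other 6, all were among the 18 drawn splits that keep the genotypes in 1 age, and the highest had 45 genes, while of the 81 that keep them in neither age 0 gave as many. The call was absent without WT + 2BAct replicate 3, with 0 genes, and in 6 of the 12 fits that left out 1 library of the 2 ages. There were 3 genes without WT + 2BAct replicate 2 and 3 without R191H 5-month replicate 2. Ribosomal RNA carried over to a different extent in each library would spread this gene among replicates. In the libraries of these calls its SD within groups was 0.2001 and 0.1332 in log2 CPM, and 60.86% and 46.7% of the genes tested had a smaller one, so its spread there gives carry-over no support. Over all libraries of each experiment its SD was 0.776 and 1.40, with 98.3% and 99.97% of genes below it, and its share of the reads ran from 1.59% to 8.76% in WT at 7 months and from 0.253% to 8.25% in R191H + placebo. Its log2 fold-changes in R191H were -0.90, 0.32 and -1.53 at the 3 ages and 3.87 between the placebo groups, or 0.62 without R191H + placebo replicate 1. The amount thus varies from library to library elsewhere in the study, but in these calls carry-over that follows the groups cannot be told apart from a change of the transcript with age or genotype, because the reads of this gene measure both.

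The R191H effect differed between the diets for 16 of 10200 genes, 7 with a positive and 9 with a negative interaction, with 593 at an unadjusted p under 0.05. The paper does not report this test of the difference between the diets. The largest were Nupr1 (-2.64), Atf5 (-2.34), Trib3 (-2.31), Ccnd2 (-1.76), Slc7a5 (-1.52), Slc7a11 (-1.39), Fabp7 (1.28) and A2m (1.21). The other 8 were Tril (-0.82), Ntsr2 (0.91), Agt (0.74), Rflnb (0.66), Slc25a18 (0.58), Cebpg (-0.58), Eprs (-0.51) and Sparc (0.49), some of them chosen after their values were seen. All 16 also passed between the placebo groups, with the opposite sign, and between the R191H groups, comparisons that share libraries with this test. As many genes were found in 10 of 100 drawn splits that permute the genotype within each diet, the real one included, and 8 of the other 9 are among the 16 drawn that keep the genotypes in 1 diet and so keep much of the R191H effect. The highest other split had 77 genes. Of the 83 drawn that keep the genotypes in neither diet, 1 gave as many, with 17 genes. The share over all drawn splits is thus mostly made by splits that keep the R191H effect in a diet, and the 83 others argue against a grouping of the libraries by chance as the cause of the number. The number was 12 to 19 over the 12 fits that left out 1 library, 16 of them without R191H + placebo replicate 1, which is rich in ribosomal RNA, and 11 genes passed in all 12. With library totals there were 18 genes. An action of 2BAct on the R191H effect stays open as the explanation the design gives.

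The endothelial markers stand here because their R191H effect differed between 5 and 2 months by a mean log2 fold-change of 0.40, with 4 of 5 genes higher. The adjusted p was 0.0143 in limma's camera and 0.0483 in fry, and 0.170 with an estimated correlation. Of these genes 0 passed over all genes, with 1 at an unadjusted p under 0.05, Cldn5 (0.72), also past the threshold adjusted over the list alone, named as chosen after its value was seen. At 2 months the list had a mean of -0.16 and at 5 months of 0.26, where Cldn5 passed over all genes (0.88, adjusted p = 0.0113 in edgeR). The tissue expresses 5 of the 7 genes of the list at these ages, and no other list holds any. The most abundant in R191H at 5 months were Slco1a4 (106 CPM) and Cldn5 (69.0 CPM). No technical explanation was tested for this list, and an effect of age on the vessels was not tested.

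The UPR genes stand here because their R191H effect differed between 7 and 5 months, by a mean of 0.21, with 24 of 30 genes higher (adjusted p = 0.000183 in limma's camera, and from 1.06e-06 to 0.358 over the alternatives, the highest with fry). Of the 30 genes 0 passed over all genes, with 4 at an unadjusted p under 0.05. The list holds 32 genes, 2 of them also in another list. The scaling of whole libraries as the whole cause of this mean is argued against by library totals, where it was 0.15. Camera still called the list there, but it sets the list against the other genes, so such a scaling could hardly move its call. Library totals do not reach effects of normalization that differ between genes. A single library as the whole cause is argued against by the fits that left out 1 library, whose mean closest to 0 was 0.155, without R191H 7-month replicate 1 (adjusted p = 0.00649 in camera). Of 100 drawn splits that permute the genotype within each age, 6 gave a camera p as small, and 3 of the 75 that keep the genotypes in neither age did, so a grouping by chance is not excluded at 0.05. An effect of age on the UPR stays open and was not tested further.

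The R191H effect on the sterol genes fell by a mean of 0.26 (log2) from 5 to 7 months, a mean change of -0.26 with 13 of 16 genes lower, and is given here as a difference between ages. The adjusted p was 0.00146 in limma's camera, and from 0.000203 to 0.358 over the alternatives, the highest with fry. Of the 16 genes 0 passed over all genes, with 3 at an unadjusted p under 0.05. They were chosen by the authors on the 2-month libraries and no other list holds any of them. Library totals gave -0.30, which argues against the scaling of whole libraries as the whole cause. Effects of normalization that differ between genes are not reached by it. Without WT 7-month replicate 1 the mean was -0.11 and camera did not call the list (adjusted p = 0.221), and without R191H 5-month replicate 3 it was -0.21 (adjusted p = 0.0564). WT 7-month replicate 1 may thus account for much of it. As small a camera p came from 30 of 100 drawn splits, and from 13 of the 75 that keep the genotypes in neither age. An effect of age was not tested further.

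Past the threshold at all 3 ages in the same direction were 32 genes, 28 higher and 4 lower in R191H, and 22 of them also passed between the placebo groups. They stand here because 13 of them are in no list of the study and not among the genes named beforehand from the paper's text and figure labels. The paper's supplementary table does give values for genes outside that set, Cox6a2 among them. These are Calcrl, Cox6a2, Chst2, 0610040J01Rik, Hfe, Luzp2, Cryl1, Fibin, CCDS52888, Hist1h1c and Arl14ep, which were higher, and Ntsr2 and Etnppl, which were lower, all named after their values were seen. DNA of another strain around the edited Eif2b5 would place such genes on chromosome 16. Among the 31 of the 32 with a position there were 0 on it, where it holds 2.91% of the genes tested at all ages (Fisher's exact test, p = 1). With an expected number near 1, this argues against it only as the cause of the whole set. Of all genes past the threshold at each age, 0, 3 and 1 were on chromosome 16, with 0, 2 and 1 near Eif2b5. Between the placebo groups 3 were, with 2 near Eif2b5. The paper gives the same background strain for the knock-in and for the WT mice that the chimeras were mated to. It gives no strain for the Flp deleter mice. For those genes DNA of another strain was not excluded by these counts, though the paper names no source of it. A response to the loss of eIF2B activity stays open as a hypothesis.

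The red blood cell markers stand here because a list the paper does not discuss was lower in R191H + placebo than in WT + placebo, by a mean log2 fold-change of -1.15, with both genes tested lower (adjusted p = 1.11e-06 in limma's camera, 0.00866 in fry and 0.0341 with an estimated correlation, exact permutation p = 0.1). Hbb-bs had 4.97 CPM in R191H and 12.2 in WT (-1.27, adjusted p = 0.000586 in edgeR), and adjusted over the list alone Hba-a2 (0.692 and 1.42 CPM) passed too. At 5 months 3 genes had a mean of -0.84, with Hbb-bs (-0.80, adjusted p = 0.00782 in edgeR) and Hbb-bt (-1.05, 0.0270) past the threshold. The list had means of -0.70 at 2 months and -0.31 at 7 months, and 0 genes passed there over all genes, with 1 and 0 at an unadjusted p under 0.05. The tissue gave reads for 3 of its 5 genes at each age and 2 in the treatment experiment, and no other list holds any. Less residual blood in the R191H tissue would move the hemoglobin genes alike. Their fold-changes at 5 months spread no more than their standard errors give (chi-square per degree of freedom of 1.02, p = 0.362), so residual blood may account for the difference. A change of blood content in the tissue stays open and was not tested.

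The markers of astrocytes and Bergmann glia stand here as a list lower in R191H + placebo, by a mean of -0.25, with 7 of 11 genes lower (adjusted p = 4.06e-07 in limma's camera, 0.0109 in fry and 0.0341 with an estimated correlation, exact permutation p = 0.1). Fabp7 (-1.37), Aqp4 (-0.41) and Gja1 (-0.37) passed over all genes, the last ones named after their values were seen, and 6 genes did adjusted over the list alone. The tissue expresses 11 of the 12 genes, and 1 is in another list, one the study chose on the 2-month male libraries. The most abundant, Slc1a3, went the other way (0.21, with 1576 CPM in R191H and 1365 in WT), and Aqp4 had 450.4 and 602 CPM. A lower share of these cells would move all the markers alike, but they ranged from -1.37 to 0.35, a spread far over their standard errors (chi-square per degree of freedom of 15.9, p = 4.88e-29). This argues against a lower share as the whole cause. A change within these cells stays open and is a hypothesis found on the same data.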

How the results depend on the processing

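The tests that used DESeq2, library totals, reads divided by 2, a minimum of 10 reads, the removal of mitochondrial, 7SK, 7SL and ribosomal RNA genes, limma on ln TPM in the form of the written design or without genes at the floor, log2 CPM in the decomposition and protein-coding genes with values as deposited were chosen only after the results were seen. Unless a construction is named as the reason, the cause of a change was not tested. In what follows, the R191H effect is R191H over WT, and values of lists are mean log2 fold-changes.

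The targeted ISR panel was higher in R191H at 2, 5 and 7 months and between the placebo groups, and lower in R191H + 2BAct than in R191H + placebo, under every alternative that gave a value. Over the 6 fits that each left out 1 library its means stayed within 1.27 to 1.43, 1.40 to 1.60, 1.51 to 1.59, 1.34 to 1.44 and -1.24 to -1.15. Without a filter, the number of genes past the threshold stayed within 1.5 times in each comparison. Of 39 results of lists, DESeq2 and the removal of mitochondrial, 7SK, 7SL and ribosomal RNA genes left all 39 on their side of the threshold and in their direction.

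With a mean of at least 1 TPM required, fewer genes are tested by construction. Genes past the threshold then numbered 10, 21 and 7 at the 3 ages, 32 between the placebo groups and 17 between the R191H groups. They numbered 3 and 2 for the change of the R191H effect from 2 to 5 and from 5 to 7 months, and 3 for the interaction of genotype and 2BAct. The UPR genes at 7 months had a mean of 0.091, and their change from 5 to 7 months was 0.10, neither past the threshold. The ISR panel was at 0.036 between R191H + 2BAct and WT + placebo, no longer past the threshold. It had the opposite sign between the WT groups (0.028) and from 5 to 7 months (-0.19). Too few members were left for a value of the sterol genes at 5 and 7 months and of the ISR panel at 7 months. The first component held 32.1% of the variance, with 215 and 202 genes over the loading threshold. The top 50 loading genes changed in ln TPM by a mean of 0.107 and 0.117 at 5 and 7 months, 0.255 between the placebo groups, 0.250 between the WT groups, -0.0889 between the R191H groups and -0.0819 between the 2BAct groups.

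The replicate numbers do not pair the libraries. Correlations of the deviations within a number ranged from -0.112 to 0.198 and were over 0.1 throughout in no comparison. With the number as a block, the UPR genes at 2 months had a mean of -0.0035 against 0.01. There were 138 genes between the placebo groups, between R191H + 2BAct and WT + placebo 9, and for the change from 2 to 5 months 3.

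Values of ln TPM as deposited, without centring, shift all genes of a library together, so the median log2 fold-change of all genes was -0.50 between the placebo groups. With limma on these values the genes past the threshold numbered 86, 293 and 153 at the 3 ages, 2723 between the placebo groups, 180 between R191H + 2BAct and WT + placebo, 248 between the WT groups, 1768 between the R191H groups and 1396 between the 2BAct groups. The interactions had 202 genes from 2 to 5 months, 180 from 5 to 7 months and 250 for genotype and 2BAct. In R191H + placebo over WT + placebo, the amino acid and tRNA genes (-0.20), the CLIC signature (-0.22), the curated ISR list (-0.057), Atf4 (-0.15), Asns (-0.12) and Shmt2 (-0.56) had the opposite sign. The myelination genes (-0.71) were no longer past the threshold there, and 2 Eif2b subunits were. The opposite sign was also found for the ISR panel between R191H + 2BAct and WT + placebo (-0.14), between the WT groups (0.18), between the 2BAct groups (-0.33) and from 5 to 7 months (-0.018), and for the myelination genes between R191H + 2BAct and WT + placebo (-0.14).

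With quantile normalization and limma, 78, 266 and 148 genes passed at the 3 ages, 1104 between the placebo groups, 58 between R191H + 2BAct and WT + placebo, 54 between the WT groups, 534 between the R191H groups and 39 between the 2BAct groups. The interactions had 227, 240 and 1521 genes. Of the Eif2b subunits 1 passed between the placebo groups. The ISR panel was at 0.068 between R191H + 2BAct and WT + placebo and not past the threshold, and the sterol genes were at 0.064 in place of -0.01. From 2 to 5 months the ISR panel was past the threshold at 0.40, and from 5 to 7 months it was at -0.16. Rn18s-rs5 was at -7.11e-15 from 2 to 5 months, which follows from the construction, since a gene of the same rank in each library takes the same value.

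With limma on ln(TPM + 0.1), 74, 269 and 129 genes passed at the 3 ages, 131 between the placebo groups, 21 between R191H + 2BAct and WT + placebo, 30 between the WT groups and 14 between the 2BAct groups, and 133, 120 and 27 for the 3 interactions. The ISR panel was at 0.066 between R191H + 2BAct and WT + placebo and not past the threshold, at 0.00076 between the WT groups, at -0.0024 from 2 to 5 months and at -0.045 from 5 to 7 months. The sterol genes were at 0.069 between R191H + 2BAct and WT + placebo. On ln(TPM + 1), 225 and 115 genes passed at 5 and 7 months, 135 between the placebo groups, 19 between R191H + 2BAct and WT + placebo, 28 between the WT groups, 120 between the R191H groups, 15 between the 2BAct groups, and 49 and 87 for the changes between ages. The ISR panel was at 0.043 between R191H + 2BAct and WT + placebo and not past the threshold, at 0.0030 between the WT groups, at -0.10 from 2 to 5 months and at -0.012 from 5 to 7 months. The sterol genes were at 0.039 between R191H + 2BAct and WT + placebo.

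In the form of the written design, limma on centred ln TPM had 77, 288 and 154 genes at the 3 ages, 129 between the placebo groups, 22 between R191H + 2BAct and WT + placebo, 34 between the WT groups and 13 between the 2BAct groups, and 199, 144 and 29 for the 3 interactions. Without a trend these were 85, 283 and 147, then 22, 16, 36 and 15, with 11 between the R191H groups, and 135 and 117 for the changes between ages. In both forms Shmt2 was at -0.044 between the placebo groups, the ISR panel at 0.066 between R191H + 2BAct and WT + placebo and not past the threshold, at 0.0033 between the WT groups and at -0.042 from 5 to 7 months, and the sterol genes at 0.074 between R191H + 2BAct and WT + placebo. Without genes at the floor, 15 genes passed at 2 months, 26 at 7 months, 31 between the placebo groups, 3 between R191H + 2BAct and WT + placebo, 10 between the R191H groups, 0 from 2 to 5 months and 6 for genotype and 2BAct. The sterol genes were at 0.072 between R191H + 2BAct and WT + placebo. The ISR panel was at 0.0054 between the WT groups, past the threshold at 0.14 between the 2BAct groups, at -0.054 from 2 to 5 months and at -0.037 from 5 to 7 months.

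Under both fry and camera with an estimated correlation, 28 of 39 results of lists were on the same side of the threshold, and 11 were no longer past it, at the same means: the myelination genes at 2 months (-0.16), 7 months (-0.29), between the placebo groups (-0.20) and between the R191H groups (0.28), the sterol genes at 2 months (-0.25), 5 months (-0.15), between the R191H groups (0.29) and from 5 to 7 months (-0.26), the UPR genes at 7 months (0.080) and from 5 to 7 months (0.21), and the ISR panel between R191H + 2BAct and WT + placebo (0.20).

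Without a filter, the myelination genes at 5 months were at 0.00059 in place of -0.07, the ISR panel between R191H + 2BAct and WT + placebo was at 0.20 and no longer past the threshold, and the top 50 loading genes changed by 0.297 and 0.250 at 5 and 7 months and by 0.664 between the placebo groups. With all groups of a table in 1 fit, 103 genes passed at 7 months, 0 between the 2BAct groups, 0 from 2 to 5 months and 1 from 5 to 7 months, and the ISR panel passed between the 2BAct groups (0.21). With DESeq2, 242 and 87 genes passed at 5 and 7 months, 5 between R191H + 2BAct and WT + placebo, 4 between the 2BAct groups, and 13, 17 and 26 for the 3 interactions. With library totals, 2 genes passed between R191H + 2BAct and WT + placebo and 2 between the 2BAct groups, where the ISR panel passed (0.17). With reads divided by 2, the ISR panel was at 0.029 between the WT groups and passed between the 2BAct groups (0.21), where 2 genes passed, and 2 genes passed from 2 to 5 months. With at least 10 reads in every library, the ISR panel passed between the 2BAct groups (0.21) and 2 genes passed from 2 to 5 months. Without mitochondrial, 7SK, 7SL and ribosomal RNA genes, 0 genes passed between the 2BAct groups and 0 from 2 to 5 months, since the 1 gene in each was Rn18s-rs5.

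In the decomposition, the first component held 32.2% of the variance on ln(TPM + 1), 25.6% on log2 CPM and 26.4% without genes at the floor. With values divided by the SD of each gene it held 26.0%, with 218 and 182 genes over the loading threshold, and with values not centred by gene 98.8%, with 0 and 914. The top 50 loading genes at 5 and 7 months and between the placebo groups changed by 0.0749, 0.0820 and 0.1997 on ln(TPM + 1), by 0.542, 0.635 and 0.419 on log2 CPM, by 0.0767, 0.0803 and 0.0703 without genes at the floor, and by 0.580, 0.574 and 0.546 with protein-coding genes and values as deposited. At 5 months and between the placebo groups they changed by 0.161 and 0.497 on ln(TPM + 0.1), by 0.182 and 0.832 with 25 genes and by 0.149 and 0.416 with 100 genes. The change between the placebo groups was 0.442 with values as deposited and by 0.561 with quantile normalization.

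These genes changed between R191H + 2BAct and WT + placebo by 0.0216 on log2 CPM, 0.315 with 25 genes, 0.191 with 100 genes and 0.0199 with protein-coding genes. Between the WT groups they changed by 0.225 on ln(TPM + 1), 0.0328 on log2 CPM, -0.0463 without genes at the floor, 0.617 with 25 genes, 0.288 with 100 genes, 0.0770 with protein-coding genes and 0.447 with values as deposited. Between the R191H groups they changed by -0.0482 on ln(TPM + 1), -0.0338 without genes at the floor, -0.350 on ln(TPM + 0.1), -0.228 with 100 genes and -0.400 with values as deposited. Between the 2BAct groups they changed by -0.0740 on ln(TPM + 1), 0.0053 on log2 CPM, 0.0803 without genes at the floor, -0.213 on ln(TPM + 0.1), -0.0984 with 100 genes, -0.0572 with protein-coding genes and -0.405 with values as deposited. In the clustering, 12 libraries fell on their side on log2 CPM and with protein-coding genes, where the ratio of distances was 3.11. There were 10 with all genes, and 6 with 100 genes, with values as deposited or with average linkage.

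Leaving out 1 library in turn gave 84 fits of genes and lists. The numbers of genes ranged from 28 to 56 at 2 months, 50 to 237 at 5 months and 31 to 102 at 7 months, and from 36 to 80 between the placebo groups, 1 to 6 between R191H + 2BAct and WT + placebo, 0 to 2 between the WT groups, 32 to 97 between the R191H groups, 0 to 3 between the 2BAct groups, and 0 to 3 for each change between ages. The lowest and highest values at 2, 5 and 7 months came without R191H replicate 3 and R191H replicate 1, WT replicate 3 and R191H replicate 2, and WT replicate 2 and WT replicate 1. The lowest between the placebo groups and between the R191H groups came without R191H + placebo replicate 3.

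Over the same fits, the UPR genes ranged from -0.088 to 0.090, -0.13 to -0.074 and 0.033 to 0.15 at the 3 ages. The myelination genes ranged from -0.21 to -0.077, -0.17 to 0.052 and -0.37 to -0.18 at the 3 ages. The sterol genes ranged from -0.31 to -0.16, -0.20 to -0.12 and -0.50 to -0.28. Their change from 5 to 7 months ranged from -0.33 to -0.11. Against WT + placebo, R191H + 2BAct had the ISR panel at 0.15 to 0.25, the myelination genes at -0.027 to 0.17 and the sterol genes at -0.14 to 0.061. The ISR panel ranged from -0.065 to 0.036 between the WT groups and from 0.16 to 0.25 between the 2BAct groups, where it passed without R191H + 2BAct replicate 1 (0.21) or 2 (0.25) or without WT + 2BAct replicate 2 (0.25). It ranged from 0.031 to 0.23 from 2 to 5 months and from -0.025 to 0.17 from 5 to 7 months. Asns ranged from -0.059 to 0.12 at 2 months and from -0.018 to 0.088 at 7 months. The share of the first component ranged from 31.02% to 41.9%, with the lowest without R191H replicate 3. Of 540 values of single genes in these fits, 489 kept their direction and side of the threshold, 47 were no longer past it, 1 came past it and 3 changed sign. Trib3 in the interaction of genotype and 2BAct was no longer past it in 7 of 12 fits.

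Results of single genes moved as follows under other alternatives. Of 87 values, DESeq2 took 2 below the threshold and 1 past it, and library totals and all groups in 1 fit each took 4 below and 1 past it. Of 75 values, limma in the form of the written design took 15 below the threshold, 5 past it and 1 to the opposite sign. Few unique reads limit the test. Of the top 50 loading genes, 18 of the 35 with positive and 7 of the 15 with negative loadings were tested at 2 months. Of the others, 23 are at the floor in 1 genotype with at most 18 unique reads in a library. Whether depth is the cause was not tested. Eif4ebp1 has 0 unique reads in the 5-month libraries too, which are the deepest.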

Differences from the paper's values

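The paper's supplementary table gives effects as natural logs, and values are set beside it on that scale, with log2 in brackets. Of 29 effects compared, all 29 had the same sign and 6 differed by more than the standard error of edgeR's fold-change. This margin is narrow, and error of the estimates alone can exceed it. A setting is said to close the gap where its value lay within this margin. The settings marked as added were chosen only after the values were seen.

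Ccnd2 between R191H + placebo and WT + placebo was 1.38 (log2 2.00) against the paper's 1.26. None of the 8 alternatives set before the data were examined closed the gap, while leaving out R191H + placebo replicate 1 or WT + placebo replicate 1 did. With library totals, chosen after seeing the values, it was 1.36 and no longer differed by more than the standard error. Cox6a2 at 2 months was 2.84 (log2 4.10) against the paper's 2.45. None of the 3 alternatives with a value that were set before the data were examined closed the gap, and leaving out R191H replicate 3 or WT replicate 2 did. With reads divided by 2, chosen after seeing the values, it was 2.80 and within the standard error.

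Ddit3 between the placebo groups was 0.904 (log2 1.30) against the paper's 0.802. Of the 8 alternatives set before the data were examined, no filter, all groups in 1 fit, ln(TPM + 0.1) and limma without a trend closed the gap, and the other 4 did not. Leaving out R191H + placebo replicate 1, WT + placebo replicate 1 or WT + placebo replicate 3 closed it as well. Settings chosen after seeing the values also did: limma on ln TPM in the form of the written design (0.862), without genes at the floor (0.839), DESeq2 (0.903), library totals (0.876) and reads divided by 2 (0.898). At 5 months Ddit3 was 0.755 (log2 1.09) against the paper's 0.657. Of 8 alternatives, values as deposited, quantile normalization, ln(TPM + 0.1) and limma without a trend closed the gap and the other 4 did not. Leaving out R191H replicate 1, R191H replicate 3 or WT replicate 3 did as well. So did limma in the form of the written design (0.707) and without genes at the floor (0.706), both chosen after seeing the values.

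Slc3a2 between the placebo groups was 0.965 (log2 1.39) against the paper's 0.623. Of 9 alternatives set before the data were examined, quantile normalization, ln(TPM + 0.1) and limma without a trend closed the gap and the other 6 did not, nor did leaving out any library. In the form of the written design limma gave 0.66, and without genes at the floor 0.637, both chosen after seeing the values. At 2 months Slc3a2 was 1.09 (log2 1.57) against the paper's 0.532. Of 9 alternatives, values as deposited, quantile normalization, ln(TPM + 0.1) and limma without a trend closed the gap, the other 5 did not, and neither did leaving out any library. Limma in the form of the written design and without genes at the floor gave 0.542, chosen after seeing the values.

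The numbers of genes over the loading threshold, 451 and 424, lie within 1.5 times of the paper's 473 and 600. With protein-coding genes, no filter and values as deposited, a setting chosen after seeing the values, they were 472 and 598 of 8888 genes, and the first and second components held 33.4% and 25.7% of the variance. The paper's shares are about 33% and about 26% in Fig. 4A, read by eye.

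The paper states that the expression of both classes among the 50 genes with the largest loadings persisted with age. Here 23 and 30 of the 50 genes chosen here had the direction of their loading at 5 and 7 months in ln TPM with the floor. These need not be the paper's 50. Protein-coding genes with values as deposited, chosen after seeing the values, came closest to the paper's numbers of genes over the loading threshold. Of the 50 genes of that setting, 16 are among these. Their mean change along the loading was larger at both ages, as given above. In unique reads 21 of the 36 genes at the floor and 12 of the other 14 did at 5 months, and 26 of 35 and 11 of 14 at 7 months. Of the genes tested on the reads, 15 of 19 and 18 of 20 with positive loadings were higher at these ages, and all 6 and all 7 with negative loadings were lower. The paper states that its clustering could not tell treated R191H mice from WT. Here the first fork followed the diet, the R191H + 2BAct libraries formed a branch of their own, and 9 of 12 libraries fell on their side. On log2 CPM and with protein-coding genes and values as deposited, both chosen after seeing the values, 12 of 12 did and treated R191H mice formed no such branch. The paper states that WT libraries of the 2 diets were not set apart by clustering. Here 6 of 6 WT libraries fell on the side of their diet. There were 4 with values as deposited, and, in settings chosen after seeing the values, 3 on log2 CPM, 3 without genes at the floor and 4 with protein-coding genes.

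The paper states that targets of IRE1α and ATF6 did not change at any age. Here 0 passed at each age, with 1, 5 and 6 at an unadjusted p under 0.05, while limma's camera called the list at 7 months (0.08). Fry, camera with an estimated correlation and a mean of at least 1 TPM did not call it. The paper names Asns, Slc7a1, Cbs, Psph and Psat1 among ATF4 targets that its transcript and protein data brought out together. In unique reads at 2 months these genes changed by 0.05, 0.41, 0.46, 0.40 and 0.92 in log2 and did not pass, and Cbs passed at 5 months. The paper's targeted panel, with more mice per genotype, found Asns raised in cerebellum. Neither that panel nor the proteins were analysed here, so these values do not contradict them. Psat1 passed at 2 months with limma on values as deposited (1.08), quantile normalization (1.08), ln(TPM + 1) (0.63), ln(TPM + 0.1) (1.01) and without a trend (1.08), as it did in the form of the written design (1.08) and without genes at the floor (1.08), both chosen after seeing the values. Slc7a1 passed there in the same settings except the last, at 0.71, 0.71, 0.23, 0.59, 0.72 and 0.72. Cbs passed at 2 months with limma without a trend (0.50). Asns passed at 5 months in the same 7 settings as Psat1, at 0.44, 0.46, 0.24, 0.41, 0.45, 0.45 and 0.45, and between the placebo groups with quantile normalization (0.36). Psat1 passed between the placebo groups with quantile normalization (1.13), ln(TPM + 1) (0.62), ln(TPM + 0.1) (1.07) and without a trend (1.17), in the form of the written design (1.17) and without genes at the floor (1.13). Psph passed in none of the settings run at 2 months.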

Other observations

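Of the tests in this part, those of the floor, of the top 50 loading genes, of the ribosomal RNA, of the rest of the ISR panel, of the oligodendrocyte markers and of Gm23262 were chosen only after the result was seen. The splits of the libraries and the tests of depth and of shared controls were not, but WT + 2BAct was set beside the latter only after the result was seen.

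The numbers of genes past the threshold were set beside those of the other splits of the same 6 libraries, of which there are 10 for each comparison, so that no share can be under 0.1. At 2, 5 and 7 months 1 of the 10 splits gave as many genes, the real one, and the highest other split had 0 genes at each age. It was also 1 of 10 between the placebo groups and between the R191H groups, with 2 and 4 genes in the highest other split. For R191H + 2BAct against WT + placebo 4 of 10 splits gave as many as the 1 gene, with up to 29. Between the WT groups all 10 gave as many as the 0 genes, with up to 26. For the change of the R191H effect from 5 to 7 months, with 0 genes, all 100 drawn splits gave as many, with up to 170.

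With limma on ln TPM at 2 months, 77 of 8892 genes passed. A candidate explanation for most of these calls is the floor, which gives a group no spread: 67.5% of them are at the floor in a genotype, against 5.30% of all genes tested (Fisher's exact test, p = 9.80e-49). Of the 77, 19 also passed on the unique reads, and of the 52 at the floor 5 did. Lower transcript levels in the group at the floor stay open for those genes.

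Among the top 50 loading genes, 36 are at the floor in 1 genotype at 2 months. In unique reads 13 of the 36 were tested, all 13 changed in the direction of their loading and 5 passed. The other 23 had at most 18 reads in a library. Whether these 23 differ between the genotypes cannot be told apart from the effect of the floor, because their reads are too few. Without a limit on reads, 33 of the 36 changed in the direction of their loading, but they were chosen on the same libraries, which makes this direction no independent evidence. Of all genes, 3 keep values below the floor, in both experiments: Trib3, Eif4ebp1 and Eif4ebp2, named as chosen after their values were seen.

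In the treatment experiment, 2078 genes are at the floor in R191H + placebo and in no other group. Lower transcript levels would lower their unique reads, but the median log2 fold-change between the placebo groups of the 1973 tested was -0.012, with quartiles of -0.12 and 0.09, and that of the other genes 0.0042. Of them 1040 were lower, and 10 passed, 9 of them lower. This argues against lower levels for the set as a whole. In the same group, replicate 1 had a median ln TPM of -0.79. Without Rn18s-rs5 and rescaled, its median was 0.0647, among the -0.249 to 0.251 of the other libraries. The ribosomal RNA reads of that library may thus account for its low values. No biological explanation was tested. The TPM of the listed genes sum to between 688208 and 1743630 in the male libraries and to between 996380 and 998916 in the female libraries. Plain TPM cannot reach the highest of the male sums, so the male values carry a scaling that is not stated with them. The filter at a mean of 1 TPM and the changes in male ln TPM rest on these scaled values.

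Under 2BAct the mean of the 7 ISR panel genes stayed higher in R191H than in WT, by 0.20 in log2 CPM against the 6 WT libraries of both diets (exact permutation p = 0.0119, the smallest that 84 arrangements can give). Low values in the WT + placebo libraries alone are argued against, since the difference from WT + 2BAct was 0.21, with 0.16 to 0.25 in the fits that left out 1 library and 0.15 to 0.25 against WT + placebo. By gene, Trib3 was higher by 0.64 (exact permutation p = 0.0119, adjusted p = 0.0833) and Atf5 by 0.50 (0.0357, adjusted p = 0.125), and neither passed the correction. On values as deposited the list mean against WT + 2BAct was -0.33. Of the 15 genes of the panel, 14 are in a list the study chose on its libraries. A part of the ISR that 2BAct at this dose and time leaves may be present, as a hypothesis.

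The other lists between R191H + 2BAct and WT + 2BAct had means of 0.07 (UPR), -0.01 (amino acid and tRNA), 0.01 (myelination), 0.05 (sterol), 0.05 (CLIC) and 0.08 (curated ISR). The interaction of genotype and 2BAct gave means of -1.18 for the ISR panel, -0.05 for the UPR, -0.30 for the amino acid and tRNA genes, 0.22 for the myelination genes (adjusted p = 0.00655 in limma's camera and 0.236 in fry), 0.34 for the sterol genes (2.90e-07 and 0.0620), -0.35 for the CLIC signature and -0.51 for the curated list. From 2 to 5 months the means changed by -0.18 (UPR), -0.07 (amino acid and tRNA), 0.08 (myelination), 0.08 (sterol), 0.08 (CLIC) and 0.10 (curated ISR).

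More genes passed at 5 months, 121, than at 2 and 7 months, 46 and 48. The 5-month libraries are also the deepest. With reads drawn at the depth of 2 months, 101 to 120 genes passed in 20 draws (median 111.5), which argues against depth as the whole cause. As few as 50 genes passed at 5 months without WT replicate 3. An effect of age on the number stays open, and the change from 2 to 5 months was past the threshold for Rn18s-rs5 and no other gene.

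The fold-changes of R191H + placebo and of R191H + 2BAct over WT + placebo were correlated across genes at 0.477. The WT + placebo libraries enter both, and 50 simulations with unchanged genes gave 0.419 to 0.474. The value lies just above that range. For WT + 2BAct in place of R191H + 2BAct the correlation was 0.407, just below its simulated 0.408 to 0.470, so the simulations do not hold to such a margin. In differences of mean log2 CPM, the measure of the simulations, 70.5% of the 78 genes past the threshold between the placebo groups had the same sign in R191H + 2BAct, where the simulations gave 35.9% to 62.8%. In WT + 2BAct, which has no R191H effect, 65.4% did, also above its simulated 38.5% to 64.1%. In the fold-changes of edgeR 59 and 52 of the 78 did. In these comparisons a remaining R191H effect under 2BAct cannot be told apart from the shared controls. The reason is that the simulations miss the values of WT + 2BAct too. R191H + 2BAct over WT + 2BAct shares no library with the choice of the 78 genes. There 52 of the 78 kept their sign, with a median of 0.05 along it. Of the 35 tested genes past the threshold at 2 months in male mice, 25 did, with a median of 0.07. No test of these shares was run, so a small remaining effect stays open.

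Gm23262 was 0.67 higher in R191H + 2BAct than in WT + placebo. It was also 0.45 higher in WT + 2BAct, at 56.3 CPM, and had 59.7 CPM in R191H + placebo, against 41.3 in WT + placebo. Low values in the WT + placebo libraries may account for the call. No biological explanation was tested.

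The oligodendrocyte markers had mean log2 fold-changes of -0.37, -0.08 and -0.33 at 2, 5 and 7 months, -0.39 between the placebo groups and 0.49 between the R191H groups. Of the 12 genes, 11 were tested at each age and 10 between the placebo groups, where Mal passed (-0.67, adjusted p = 0.0261 in edgeR, 106 CPM in R191H and 168 in WT), and 7 passed adjusted over the list alone. Mbp had 120.3 and 141 CPM there. The list was called between the placebo groups by limma's camera (adjusted p = 9.32e-08) and not by fry (0.316). A lower share of oligodendrocytes would move all markers alike. Between the placebo groups they spread more than their standard errors give (chi-square per degree of freedom of 2.34, p = 0.0124), which argues against it as the whole cause. At 7 months the spread was 1.53 (chi-square test of the fold-changes from edgeR, p = 0.120), where a lower share stays open.

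Of the remaining lists of markers, the values that follow are mean log2 fold-changes at 2, 5 and 7 months, between the placebo groups and between R191H + 2BAct and R191H + placebo, and the tested genes of a list are given for 2 months. Astrocyte and Bergmann glia markers (10 of 12) were at -0.09, -0.15, -0.21, -0.25 and 0.21, and red blood cell markers between the R191H groups at 0.95. Choroid plexus markers (3 of 12) were at 0.77, -0.81, -0.30, -0.38 and 0.98, with Enpp2 (1.01, adjusted p = 0.0362 in edgeR) past the threshold between the R191H groups. Over the 6 fits that left out 1 library Enpp2 ranged from 0.82 to 1.20, and its call was absent in 4. Oligodendrocyte precursor markers (3 of 8) were at -0.14, 0.25, -0.27, -0.44 and 0.35, microglia markers (5 of 11) at -0.19, 0.05, -0.07, -0.22 and 0.25, granule cell markers (7 of 8) at -0.01, 0.01, 0.09, 0.08 and -0.13, Purkinje cell markers (8 of 8) at 0.04, -0.10, 0.13, -0.05 and -0.01, and endothelial markers (5 of 7) at 7 months and in the last 2 comparisons at 0.07, -0.01 and -0.14. Of the precursor markers 1 is in another list, and of the choroid plexus, microglia, granule and Purkinje cell markers none. Among the Purkinje cell markers Ppp1r17 passed at 5 months (-0.45, adjusted p = 0.0135 in edgeR), and the R191H effect on this list rose by 0.25 from 5 to 7 months (adjusted p = 7.35e-05 in limma's camera and 0.231 in fry).

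Among the genes past the threshold here, the authors' deposited table gives a posterior probability over 0.5 to 12 of 46 at 2 months, 29 of 121 at 5 months, 21 of 48 at 7 months and 11 of 78 between the placebo groups. In all, 15, 36, 24 and 14 of the genes tested have such a probability in the authors' deposited table.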
